# Ly6D^+^Siglec-H^+^ precursors contribute to conventional dendritic cells via a Zbtb46^+^Ly6D^+^ intermediary stage

**DOI:** 10.1038/s41467-022-31054-4

**Published:** 2022-06-16

**Authors:** Konstantin Lutz, Andrea Musumeci, Christopher Sie, Ezgi Dursun, Elena Winheim, Johannes Bagnoli, Christoph Ziegenhain, Lisa Rausch, Volker Bergen, Malte D. Luecken, Robert A. J. Oostendorp, Barbara U. Schraml, Fabian J. Theis, Wolfgang Enard, Thomas Korn, Anne B. Krug

**Keywords:** Myelopoiesis, Dendritic cells, Gene regulation in immune cells

## Abstract

Plasmacytoid and conventional dendritic cells (pDC and cDC) are generated from progenitor cells in the bone marrow and commitment to pDCs or cDC subtypes may occur in earlier and later progenitor stages. Cells within the CD11c^+^MHCII^−/lo^Siglec-H^+^CCR9^lo^ DC precursor fraction of the mouse bone marrow generate both pDCs and cDCs. Here we investigate the heterogeneity and commitment of subsets in this compartment by single-cell transcriptomics and high-dimensional flow cytometry combined with cell fate analysis: Within the CD11c^+^MHCII^−/lo^Siglec-H^+^CCR9^lo^ DC precursor pool cells expressing high levels of Ly6D and lacking expression of transcription factor Zbtb46 contain CCR9^lo^B220^hi^ immediate pDC precursors and CCR9^lo^B220^lo^ (lo-lo) cells which still generate pDCs and cDCs in vitro and in vivo under steady state conditions. cDC-primed cells within the Ly6D^hi^Zbtb46^–^ lo-lo precursors rapidly upregulate Zbtb46 and pass through a Zbtb46^+^Ly6D^+^ intermediate stage before acquiring cDC phenotype after cell division. Type I IFN stimulation limits cDC and promotes pDC output from this precursor fraction by arresting cDC-primed cells in the Zbtb46^+^Ly6D^+^ stage preventing their expansion and differentiation into cDCs. Modulation of pDC versus cDC output from precursors by external factors may allow for adaptation of DC subset composition at later differentiation stages.

## Abstract (web summary)

The ontogeny of conventional and plasmacytoid dendritic cells (DC) and how these two cell types are related is not fully known. Here the authors identify a pool of bone marrow precursor cells expressing Ly6D Siglec-H and Zbtb46 that can differentiate into either cDC or pDC and show that type I IFN can limit cDC and favor pDC output from these precursors.

## Introduction

Dendritic cells (DC) are critical in the defense against pathogens and the efficacy of vaccines. As highly efficient antigen-presenting cells and producers of polarizing cytokines, DCs induce protective long-lasting T cell and humoral immune responses. DC subpopulations are conserved across species^1^. Their specific functional properties are related to ontogeny and distinct transcriptional programs^2^. In addition, environmental cues in lymphoid and non-lymphoid tissue niches shape DC functionality^3,4^. While conventional DC 1 (cDC1) efficiently promote cytotoxic T cell and Th1 responses, cDC2 are superior in inducing T helper (Th1, Th2, and Th17) responses^5^. Plasmacytoid DCs (pDC) are unique cells with a plasma-cell like morphology circulating in the blood and residing in lymphoid organs, which participate in the antiviral defense by rapid and massive production of type I interferons (IFNs) and by promoting natural killer (NK) cell and T cell responses^6–11^. Due to their extraordinary ability to produce IFN I, pDCs are important for innate antiviral defense but they also promote systemic autoimmunity^10–15^. Being short-lived and non-proliferative, pDCs are continuously replenished by progenitor cells in the bone marrow (BM)^16^. cDCs and pDCs were thought to be derived from common DC progenitors (CDP), which give rise to cDC-committed precursors (pre-cDC) and pDCs in a Flt3 ligand (Flt3L) dependent manner^17–19^. CDPs and pre-cDCs in the BM were found to be heterogeneous and contain cells that are already primed for differentiation into a specific DC subpopulation, suggesting commitment may occur continuously at earlier and later developmental stages starting with lymphoid primed multipotent progenitors (LMPPs) or even hematopoietic stem and progenitor cells (HSPC)^20–27^. It was shown that both myeloid and lymphoid progenitors can give rise to pDCs as well as cDCs in the presence of Flt3L^28,29^. Still, fate-mapping experiments in mice have shown that lymphoid progenitors (LPs) generate cDCs in neonates, but do not make a substantial contribution to the cDC pool in adult mice^4,30–32^.

Specification and maintenance of pDCs require expression of E protein transcription factor E2-2 (*Tcf4*)^33,34^. Upon loss of E2-2, pDCs acquire a cDC-like phenotype^34,35^. E2-2 is counteracted by E-protein inhibitor ID2, which promotes cDC development and is repressed in developing pDCs^36,37^, suggesting that pDCs and cDCs are developmentally linked^38^. This view was challenged by recent studies, which identified CD11c^–^Ly6D^+^Siglec-H^+^ pDC-committed precursor cells in mouse BM^39,40^. These were shown to derive from IL7R^+^ lymphoid progenitors (LP), which also give rise to B lymphocytes although a common clonal progenitor of B cells and pDCs has not been described^39–41^. The contribution of myeloid progenitors and CDPs to the pDC lineage has been questioned as bona fide pDCs were shown to develop from IL7R^+^Ly6D^+^ LPs whereas CD115^+^Ly6D^–^ CDPs generated exclusively cDCs^39^. These findings suggested that pDC and cDC develop independently in separate lineages after the lymphoid-primed multipotent progenitor (LMPP) stage. However, pDC *vs*. cDC (especially cDC1) cell fate was shown to be regulated by the antagonistic transcription factors (TFs) E2-2 (*Tcf4*) and ID2^34,36,38^. This cross-regulation between pDC and cDC differentiation is inconsistent with completely separate pDC and cDC lineages and suggests a developmental relationship^38^.

CD11c^+^ DC precursors with a pDC-like phenotype in mouse BM, which gave rise to both pDCs and cDCs in vitro and after transfer in vivo were previously identified^42,43^. These cells were characterized by expression of CD11c and pDC surface markers such as Siglec-H and BST2, but showed absent or low expression of MHC class II and CCR9. In contrast, differentiated pDCs are MHCII^+^ and express high levels of CCR9^43^. These pDC-like cells responded to endosomal TLR stimulation with type I IFN production like pDCs, but failed to present antigens on MHC class II after antigen targeting in vivo in contrast to CCR9^hi^ differentiated pDCs^44^. Studies characterizing the pre-DC compartment in mouse BM by single cell RNA-sequencing (scRNAseq) showed that CD11c^+^Siglec-H^+^ pre-DCs were heterogeneous and generated both cDCs and pDCs in vitro and in vivo^26^ with Siglec-H^+^Ly6C^–^ pre-DCs being enriched for pDC-primed cells^39^. pDC-like cells expressing Siglec-H, Zbtb46 and CX3CR1 were also found in mouse spleen^40,45^ and share many features of Axl^+^Siglec-6^+^ DC (also designated as pre-DC) in human blood^46–48^. It is still debated if these are “transitional”^45^ or “non-canonical”^38^ DCs with specific functions or immediate precursors of cDCs^46^.

Here we investigate the heterogeneity and commitment of DC precursor subsets using single-cell RNA sequencing and trajectory inference from RNA velocity combined with cell fate analysis. Within the CD11c^+^Siglec-H^+^ precursor compartment Ly6D^–^ cells are cDC-committed and Ly6D^hi^Zbtb46^–^CCR9^lo^ B220^hi^ cells are immediate precursors of pDCs. Ly6D^hi^Zbtb46^–^CCR9^lo^B220^lo^ cells gave rise to pDCs by upregulating B220 and CCR9, but are still capable of generating cDCs via a Zbtb46^+^Ly6D^+^ intermediary stage, which can be modulated by type I IFN.

## Results

### Relationship of CD11c^+^Siglec-H^+^CCR9^lo^B220^hi^ cells to pDCs

Since CD11c^+^Siglec-H^+^CCR9^lo^ precursors in mouse BM were shown to give rise to both cDCs and pDCs^42,43^, we revisited heterogeneity in this compartment using multiparameter flow cytometry. We observed heterogeneous expression of B220 within the CD11c^+^Siglec-H^+^CCR9^lo^ BM cell fraction (Fig. 1a). Higher expression of B220 coincided with higher levels of Siglec-H, BST2, Sirp-α, MHCII, Ly6C, Ly6D, Ly49Q, CCR4, and CCR5 surface expression, whereas lower B220 expression within the CD11c^+^Siglec-H^+^CCR9^lo^ precursor fraction correlated with higher expression of CD135 (Flt3), CD115 (MCSFR) and CXCR4 (Supplementary Fig. 1). Using bulk RNA-sequencing we compared the transcriptome of CCR9^lo^B220^lo^ and CCR9^lo^B220^hi^ cells within the CD11c^+^Siglec-H^+^CCR9^lo^ precursor pool (called lo-lo and lo-hi cells from now on) as well as Siglec-H^–^ pre-cDCs and differentiated CCR9^hi^B220^hi^ pDCs sorted from BM cells (Fig. 1a). 

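Bulk RNA-sequencing of the 4 sorted populations gave 12 libraries, 3 per population, from bone marrow of C57BL/6 mice, an inbred laboratory strain. The libraries were made by SCRB-seq. In this protocol, a primer with a sample barcode and a molecular identifier starts the reverse transcription from the poly(A) tail. Libraries can thus be pooled early, and mostly the 3' ends of transcripts are read. The authors filtered barcodes and molecular identifiers with zUMIs, mapped the reads to the mouse genome with STAR and assigned them to Ensembl genes on the GRCm38 build. They deposited a table of whole-number counts for 21754 genes, without normalization. Every gene in it has at least 1 count, and the columns are named only by the well of the plate, from A1 to A12. The paper's filter on the mean count is not applied in that table. The labels of the deposited samples give wells A1 to A3 to pre-cDC replicates 1 to 3 and A4 to A6 to lo-lo replicates 1 to 3. They give A7 to A9 to lo-hi replicates 1 to 3 and A10 to A12 to pDC replicates 1 to 3. These labels are contradicted by the paper's source data for Fig. 1c, which list variance-stabilized values of 28 transcription factors in 12 named samples. For each of the 12 source-data samples, 1 well ranked all 378 pairs of these genes in the same order as the sample, and every other well ranked at least 8 pairs differently. By this match, wells A1 to A4 carry the source-data values of pre-cDC 1, lo-lo 1, lo-hi 1 and pDC 1. Wells A5 to A8 carry those of replicate 2 of the same populations in the same order, and wells A9 to A12 those of replicate 3. The population on the label is the population of the matching source-data sample in 4 wells (A1, A6, A7 and A12), and the replicate number also fits in 2 of them (A1 and A12). Libraries were grouped by their labels, since a column was given to a sample by its name and not by its values. A group is therefore called by its label throughout, and each library is given with its well. A direction between labelled groups is not one between the sorted populations. By the match, the libraries labelled pre-cDC are all of replicate 1 and those labelled pDC all of replicate 3. Differences between labels therefore also hold differences between replicates. Each labelled replicate number covers more than 1 replicate of the source data. Removing that number as a block thus does not take out differences between replicates. The total count was 3284566, 3175481 and 4454439 in the libraries labelled pre-cDC 1, 2 and 3, and 5995971, 2152493 and 2939173 in those labelled lo-lo 1, 2 and 3. It was 2051035, 3277565 and 2999429 in those labelled lo-hi 1, 2 and 3, and 4182923, 1801463 and 2319600 in those labelled pDC 1, 2 and 3. The paper states a sequencing depth as a target in reads per sample, whereas these totals are the deposited counts, which all values below use. CPM are counts divided by the library size, scaled by edgeR's TMM method, and given per 1e+06. A count of 3 was taken as the floor under which a value is not told apart from 0. It comes to between 0.5 and 1.67 per 1e+06 of the deposited total, without the TMM scaling, and covers counting error only. For the tests, the 15293 genes with a mean count of at least 1 over the 12 libraries were kept, as in the paper's methods. Labelled groups were compared by edgeR's quasi-likelihood test in 1 fit of all 12 libraries. The p-values were adjusted by the Benjamini-Hochberg method, with the paper's cutoff of 0.01. The paper used the likelihood ratio test of DESeq2.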

Principal component analysis showed the close relationship of the lo-hi precursor cells to pDCs whereas lo-lo precursor cells were more similar to Siglec-H^–^ pre-cDCs (Fig. 1b). 

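Principal component analysis was run on variance-stabilized counts of all 15293 genes past the filter. PC1 held 51.5% of the variance and PC2 12.6%. On PC1, the libraries labelled pre-cDC 1, 2 and 3 (wells A1, A2 and A3) stood at -42.8, -17.3 and 20.1, and those labelled lo-lo 1, 2 and 3 (A4, A5 and A6) at 36.9, -31.5 and -14.0. The libraries labelled lo-hi 1, 2 and 3 (A7, A8 and A9) stood at 22.9, 42.6 and -51.5, and those labelled pDC 1, 2 and 3 (A10, A11 and A12) at -22.6, 13.4 and 43.9. By label, the mean on PC1 was -13.3 ± 31.7 (SD, n = 3) for pre-cDC and -2.85 ± 35.6 (SD, n = 3) for lo-lo. It was 4.63 ± 49.6 (SD, n = 3) for lo-hi and 11.6 ± 33.3 (SD, n = 3) for pDC. These means differed by less than the spread within each labelled group. Set on a scale from 0 at the mean of the pre-cDC label to 1 at the mean of the pDC label, the lo-lo label stood at 0.42 ± 1.43 (SD, n = 3) and the lo-hi label at 0.72 ± 1.99 (SD, n = 3). With the replicate number removed as a block, these positions were 0.42 and 0.73. Libraries with the same replicate number on their labels did not deviate together. They had a mean correlation of deviations from the group means of -0.18 over 18 pairs, against 0.09 over 36 pairs with different numbers. Deviations from a mean of 3 libraries sum to 0, so the second value largely follows from the first. The numbers are those of the labels, so these values do not show whether libraries of the same mouse deviate together. Over all genes, the mean Euclidean distance from the libraries labelled lo-hi was 54.4 ± 18.0 (SD, n = 3) to the mean of the pDC label and 54.3 ± 10.5 (SD, n = 3) to the mean of the lo-lo label. The labelled groups thus did not show which was closer. For the libraries labelled lo-lo, the distance was 51.1 ± 9.18 (SD, n = 3) to the pre-cDC label and 53.2 ± 7.89 (SD, n = 3) to the pDC label.

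**Figure D1:**
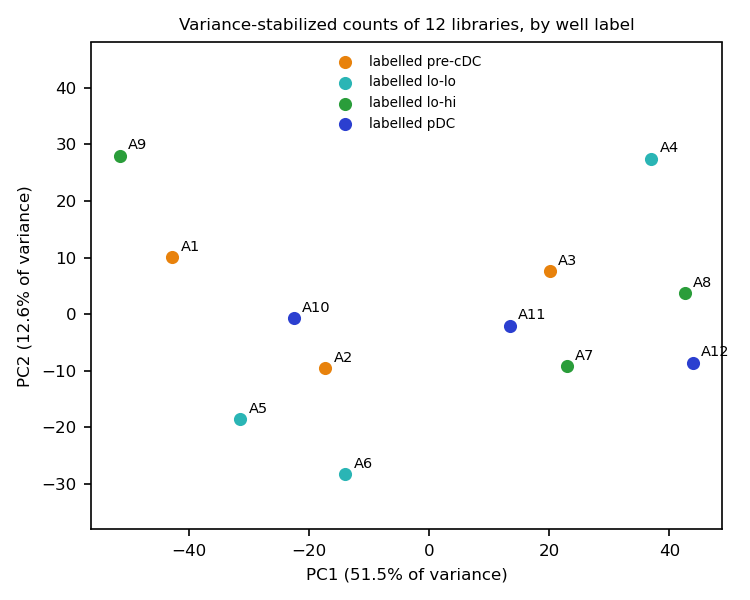
Principal component analysis of variance-stabilized counts of 15293 genes, with PC1 (51.5% of the variance) on the x axis and PC2 (12.6%) on the y axis. Each point is 1 library, named by its well and coloured by the population on its label; the libraries of each label lie on both sides of 0 on PC1.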

Hierarchical clustering of 2880 genes differentially expressed (DEGs) between the four populations led to 13 clusters of coregulated genes (Supplementary Fig. 2). 

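Between the 4 labelled groups, 0 of the 15293 genes tested had an adjusted p-value under 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.521. An unadjusted p under 0.05 was found for 166 genes (1.09%), where chance alone gives about 765. The likelihood ratio test of DESeq2, the alternative that moved this count most among those set in advance, called 5 genes. These were Ddx3y, Eif2s3y and Uty on the Y chromosome, Ppbp and Klf2, which are named here because the test called them. The summed CPM of 4 Y-linked genes were at least 68.5 in wells A9 to A12 and at most 7.93 in the other wells. Wells A10 to A12 are those labelled pDC, so the calls of Y-linked genes need no difference between populations. This does not cover Ppbp and Klf2. With the replicate number as a block, 0 genes passed and 124 had an unadjusted p under 0.05. In each of the 6 comparisons of 2 labelled groups, 0 genes passed, both without and with the block. Without it, an unadjusted p under 0.05 was found for 160 genes between the lo-lo and pre-cDC labels, 138 between lo-hi and lo-lo and 201 between pDC and lo-hi. It was found for 344 between pDC and pre-cDC, 219 between pDC and lo-lo and 262 between lo-hi and pre-cDC. In counts simulated with the spread of these labelled groups, the same test called 44 of 100 genes with a log2 fold change of 2 or -2 between 2 groups and 0 of 14829 unchanged genes. The changed genes were drawn from those with a mean count of at least 10, so this share does not cover tested genes with lower counts. Since no gene passed, hierarchical clustering was not run on the labelled groups. The count of genes under a grouping other than the labels was examined only as a check of the labels.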

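Siglech (ENSMUSG00000051504), which encodes Siglec-H, lies on chromosome 7 of GRCm38 from 55768178 to 55778925. Its CPM, scaled by edgeR's TMM method, were 276, 835 and 2038 in the libraries labelled pre-cDC 1, 2 and 3 (wells A1 to A3) and 2535, 442 and 999 in those labelled lo-lo 1, 2 and 3 (A4 to A6). They were 2365, 2842 and 206 in the libraries labelled lo-hi 1, 2 and 3 (A7 to A9) and 729, 1986 and 2989 in those labelled pDC 1, 2 and 3 (A10 to A12). By label, the mean was 1804 ± 1405 (SD, n = 3) for lo-hi and 1326 ± 1084 (SD, n = 3) for lo-lo, a log2 fold change of 0.44 (standard error 0.98, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the block by replicate number, this log2 fold change was 0.50. Within each label, CPM of Siglech spanned more than the difference between the labels. By the source-data match, the libraries of each label are of more than 1 population. This span is therefore not a spread between replicates of a population, and the adjusted p does not speak against the paper's statement. Of the 8 genes Siglech, Bst2, Tcf4, Spib, Bcl11a, Klra17, Ly6d and Runx2, 7 had a log2 fold change above 0 for the lo-hi over the lo-lo label, between -0.13 and 0.44 over the 8. Between the mean of the pDC and lo-hi labels and the mean of the other labels, 8 of the 8 had one above 0, from 0.14 to 0.65. In both comparisons 0 had an unadjusted p under 0.05, and 0 passed the cutoff.

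**Figure D2:**
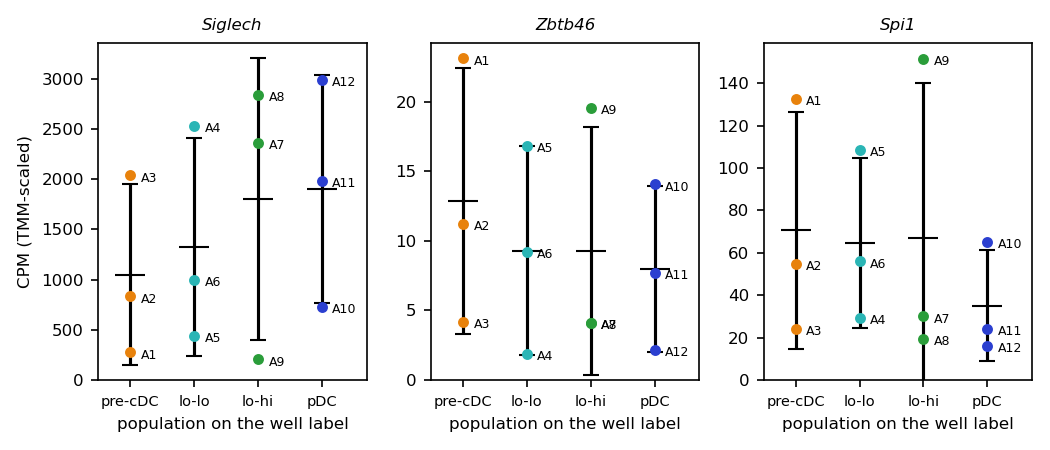
CPM (TMM-scaled) of Siglech, Zbtb46 and Spi1 on the y axes, each starting at 0, against the population on the well label. Each point is 1 library with its well, and the bar and whiskers give the mean and SD of the 3 libraries of a label, drawn down to 0 where the SD exceeds the mean. For Siglech the libraries labelled lo-hi reach from 206 to 2842.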

Several clusters contained genes expressed at higher levels in both pDCs and lo-hi precursors, including the pDC signature genes *Siglech*, *Bst2*, *Tcf4* (E2-2), *Spib*, *Bcl11a*, *Sell* (CD62L), *Klra17* (Ly49Q), *Ly6d* and *Runx2*. Within these clusters, several genes including genes encoding MHC II subunits, *Ciita*, *Cd74*, several interferon-stimulated genes (*Ifit2*, *Ifi213*, *Mx1*), *Irf7*, *Jak1*, *Relb*, *Ccr9*, *Ccr5,* and *Cd8a*, showed higher expression in pDCs than in lo-hi precursors indicating a more differentiated state. 

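H2-Aa (ENSMUSG00000036594), an MHC II subunit on chromosome 17 of GRCm38 from 34282744 to 34287823, had 1481, 2938 and 385 CPM in the libraries labelled lo-hi 1, 2 and 3 (wells A7, A8 and A9) and 413, 1170 and 2699 in those labelled pDC 1, 2 and 3 (A10, A11 and A12). The log2 fold change of the pDC over the lo-hi label was -0.17 (standard error 0.98, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.36 with the replicate block. The sign of this change rested on single libraries, and it was 0.61 without the library labelled lo-hi 2. Among the 15 genes of this list, with the MHC II subunits H2-Aa, H2-Ab1, H2-Eb1 and H2-Oa, 4 had a log2 fold change above 0 and 0 passed the cutoff, adjusted over all genes or over the list alone. An unadjusted p under 0.05 in that direction was found for 0 of the 15. The 4 MHC II subunits belong to a family of related genes, between which the authors' counting could have split reads.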

Two major clusters contained genes expressed at higher levels in pre-cDCs and lo-lo precursors. Several clusters contained genes expressed at higher levels in pre-cDCs than in the other populations. These included genes typically expressed in the cDC lineage, e.g., *Zbtb46*, *Csf1r*, *Cx3cr1*, *Spi1*, *Batf3*, *Irf4*, *Id2*, and *Cd40* (Supplementary Fig. 2).

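Zbtb46 (ENSMUSG00000027583), on chromosome 2 of GRCm38 from 181387762 to 181459426, had 23.1, 11.2 and 4.19 CPM in the libraries labelled pre-cDC 1, 2 and 3 (wells A1 to A3) and 1.87, 16.8 and 9.21 in those labelled lo-lo (A4 to A6). It had 4.14, 4.10 and 19.6 in those labelled lo-hi (A7 to A9) and 14.1, 7.71 and 2.17 in those labelled pDC (A10 to A12). Against the mean of the other labels, the log2 fold change of the pre-cDC label was 0.53 (standard error 0.73, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) without the replicate block and 0.47 with it. It fell to -0.21 without the library labelled pre-cDC 1. Spi1 showed the same spread within labels, with 133, 54.9 and 24.3 CPM in the libraries labelled pre-cDC 1, 2 and 3. These libraries match pre-cDC 1, lo-lo 1 and lo-hi 1 of the paper's source data, so this is not a spread between replicates of a population. Of the 8 genes of the cDC lineage in this list, 7 had a log2 fold change above 0 for the pre-cDC label, 0 had an unadjusted p under 0.05 in that direction and 0 passed the cutoff, adjusted over all genes or over the list alone.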

**Fig. 1:**
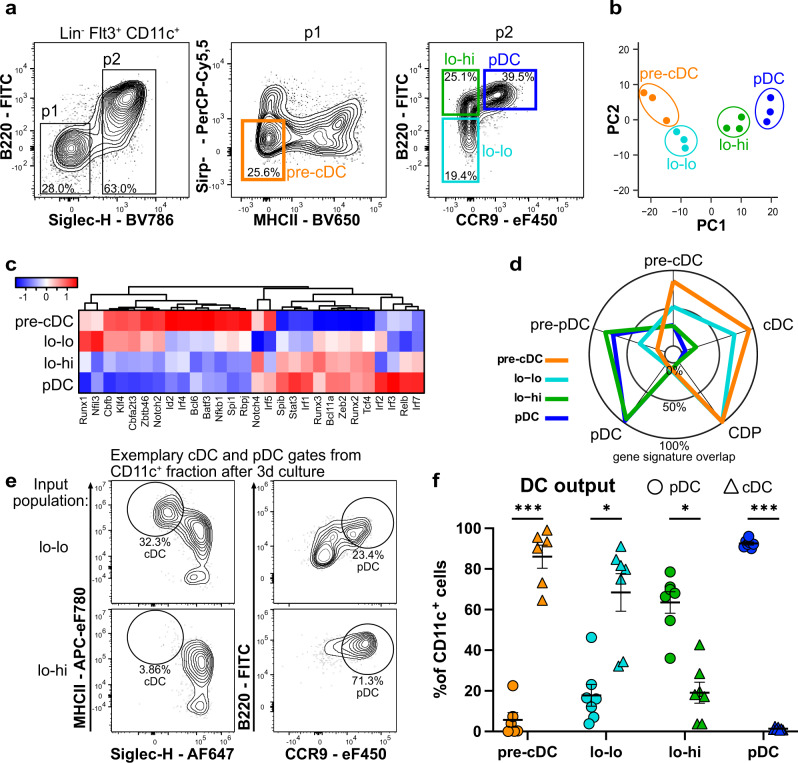
Relationship of Siglec-H^+^CCR9^lo^B220^hi^ cells and pDCs. **a** Gating strategy for Siglec-H^–^ pre-cDC, Siglec-H^+^CCR9^lo^B220^lo^ (lo-lo), CCR9^lo^B220^hi^ (lo-hi) and CCR9^hi^B220^hi^ pDCs. The indicated populations were sorted from the BM cells of 3 individual C57BL/6 mice and processed for RNA-sequencing. **b** Principal component analysis performed on normalized counts using all genes. **c** Expression heatmap of selected TFs, z-score hierarchical clustering by Euclidean distances (normalized counts). **d** Gene signatures of the sorted populations compared to previously published gene signatures of pre-cDC, cDC, CDP, pDC and pre-pDC^39^. Distance from the middle of the radar plot indicates the percentage of overlap between genes of sorted populations that showed higher expression than the inter-population median and the indicated gene signatures. **e** Gating strategy for pDC/cDC output after culturing precursor cells. cDCs were identified as Siglec-H^–^ MHCII^hi^ cells and pDCs as Siglec-H^+^CCR9^hi^B220^hi^ cells within CD45^+^CD11c^+^ cells. **f** Siglec-H^–^ pre-cDC, lo-lo and lo-hi precursors, and pDC were sorted from Lineage-depleted BM cells of WT mice as shown in (**a**) and cultured for 3 days on EL08-1D2 stromal cells in Flt3L-containing medium. The percentages of cells with a phenotype of pDC (circles) or cDC (triangles) within CD11c^+^ progeny of the indicated input populations is shown as mean ± SEM (*n* = 7) and was compared using paired, two-sided t-tests with Holm-Šídák correction for multiple testing. Adjusted *p*-values: <0.05(*), <0.005(**), <0.0.001(***).

Genes involved in cell adhesion, antigen processing and presentation, chemokine signaling, Fc-gamma receptor-mediated phagocytosis and MAPK signaling and genes involved in primary immunodeficiency, Jak-Stat signaling, and Erbb signaling pathways were overrepresented in the clusters that showed higher expression in pDCs and lo-hi cells (Supplementary Fig. 2 and Supplementary Data 1). 

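The genes that Supplementary Data 1 lists under these pathways were chosen by the paper from the same libraries, so their counts describe the labelled groups and test nothing. Cluster 5 has 16 listed genes of cell adhesion, 12 of antigen processing and presentation and 18 of chemokine signaling. It has 11 of Fc-gamma receptor-mediated phagocytosis, 20 of MAPK signaling and 6 of primary immunodeficiency, and all of these come to 60 different genes. Between the mean of the pDC and lo-hi labels and the mean of the other labels, 59 of these 60 had a log2 fold change above 0, 0 had an unadjusted p under 0.05 and 0 passed the adjusted p cutoff of 0.01. In cluster 9, the listed genes of primary immunodeficiency, Jak-Stat and Erbb signaling come to 11, of which 10 had a log2 fold change above 0 and 0 passed. The paper formed its clusters by co-regulation, so genes of a cluster are not independent, and the directions of 59 genes are not 59 separate results. How strongly these genes depend on each other was not measured.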

Genes with binding sites for TFs Stat1/Stat2, Irf1/2/3/7, and Irf8/9 and several targets of these TFs were found to be enriched here and were most highly expressed by pDCs including *Irf1*, *Irf7*, *Tlr7*, *Stat1*, *Stat2*, *Stat3*, *Bst2*, *Cd4*, and *Kdr* (encoding Vegfr-2). 

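Irf1 (ENSMUSG00000018899), on chromosome 11 of GRCm38 from 53770014 to 53778374, had 47.3, 100.2 and 116 CPM in the libraries labelled pDC 1, 2 and 3 (wells A10 to A12) and 33.6, 60.8 and 98.2 in those labelled pre-cDC (A1 to A3). It had 129, 46.6 and 61.7 in those labelled lo-lo (A4 to A6) and 99.3, 134 and 35.5 in those labelled lo-hi (A7 to A9). Against the mean of the other labels, the pDC label had a log2 fold change of 0.18 (standard error 0.46, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 0.17 with the replicate block. This change was -0.07 without the library labelled pDC 3. Of the 8 genes Irf1, Irf7, Tlr7, Stat2, Stat3, Bst2, Cd4 and Kdr, 5 had a log2 fold change above 0 for the pDC label, between -0.64 and 0.35 over the 8, 0 had an unadjusted p under 0.05 and 0 passed the cutoff. The motif enrichment rests on a ranking database that was not used here.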

The major cluster with higher expression in pre-cDCs and lo-lo cells was enriched for genes involved in DNA replication, cell cycle, pyrimidine/purine metabolism and p53 signaling with binding motifs for TFs of the E2F family and Rb1 consistent with a proliferative precursor state. 

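For proliferation, a list of 94 genes of S phase and of G2 and mitosis was fixed in advance, independently of the paper's clusters. Their mean log2 CPM was 5.73, 5.68 and 4.56 in the libraries labelled pre-cDC 1, 2 and 3 (wells A1 to A3) and 3.60, 5.53 and 5.78 in those labelled lo-lo (A4 to A6). It was 4.58, 3.67 and 5.73 in those labelled lo-hi (A7 to A9) and 5.79, 4.83 and 3.81 in those labelled pDC (A10 to A12). The mean log2 fold change of the list was -0.30 between the lo-hi and lo-lo labels, -0.18 between lo-lo and pre-cDC and 0.13 between pDC and lo-hi. The adjusted p was 0.991 for each of these 3 comparisons from edgeR's rotation test fry on the fit of all genes, with Benjamini-Hochberg adjustment over the 6 set tests made. With the replicate block, the 3 values were -0.35, -0.20 and 0.18, each with an adjusted p of 0.982 from the same tool. A two-sided exact permutation test of the mean per library gave p = 0.90 for lo-hi against lo-lo, where 3 libraries against 3 cannot go below 0.10. Under the competitive test camera, which compares the list with all other genes and not the libraries with each other, the adjusted p was 2.48e-05 for lo-hi against lo-lo (edgeR, Benjamini-Hochberg). For camera, the correlation between genes of a list was fixed at 0.01 and not estimated from these libraries. A higher correlation would give a larger p. Among the genes Supplementary Data 1 lists for the pathways named for cluster 2, 56 of 57 had a lower mean in the pDC and lo-hi labels than in the other labels and 0 passed the cutoff.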

The cluster of genes with highest expression in pre-cDCs was enriched for genes involved in Fc-gamma receptor-mediated phagocytosis, hematopoietic cell lineage, cytokine-cytokine receptor interaction, MAPK signaling and TLR signaling, which have Spi1/Spib/Spic and Irf4 binding motifs (Supplementary Fig. 2 and Supplementary Data 2).

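For cluster 3, the genes that Supplementary Data 1 lists under Fc-gamma receptor-mediated phagocytosis (9 genes), hematopoietic cell lineage (7), cytokine-cytokine receptor interaction (14), MAPK signaling (15) and TLR signaling (6) come to 39 different genes. Against the mean of the other labels, 37 of the 39 had a log2 fold change above 0 for the pre-cDC label, 0 had an unadjusted p under 0.05 and 0 passed the adjusted p cutoff of 0.01 in edgeR's quasi-likelihood test. These genes, too, come from the paper's own calls on the same libraries.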

As shown in Fig. 1c, lo-lo precursors expressed several TFs involved in the generation and function of cDC subsets at higher levels than lo-hi cells and pDCs. In contrast, lo-hi precursors showed a higher expression of TFs involved in pDC generation and function compared to the lo-lo precursors and pre-cDCs. 

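Klf4, one of the 28 TFs of Fig. 1c, had 12.4, 202.7 and 134 CPM in the libraries labelled lo-lo 1, 2 and 3 (wells A4, A5 and A6), 37.2, 26.2 and 182 in those labelled lo-hi (A7, A8 and A9) and 160, 90.9 and 65.5 in those labelled pDC (A10, A11 and A12). In the paper's source data, the mean variance-stabilized value of Klf4 was 8.92 for lo-lo, 7.72 for lo-hi and 7.21 for pDC. Of the source-data samples of these populations, those that match wells A6, A7 and A12 sit in wells labelled with their own population, and the other 6 do not. Of the 28 TFs, 17 had a log2 fold change above 0 for the lo-lo label against the mean of the lo-hi and pDC labels, between -0.59 and 0.77 over the list. An unadjusted p under 0.05 in that direction was found for 0 TFs, and 0 passed the cutoff by edgeR's quasi-likelihood test, adjusted over all genes or over the 28 alone, with or without the replicate block.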

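For the lo-hi label against the mean of the lo-lo and pre-cDC labels, 19 of the 28 TFs had a log2 fold change above 0, between -0.48 and 0.50 over the list. The number passing the adjusted p cutoff of 0.01 was 0, over all genes or over the 28 alone, and 0 had an unadjusted p under 0.05 in that direction. Tcf4 (E2-2) ranged from 351 to 2732 CPM among the libraries labelled lo-hi, in wells A9 and A7. This span is wider than that between the means of the lo-hi and pre-cDC labels, 1917 and 1400. Wells A9 and A7 match pre-cDC 3 and lo-hi 2 of the source data, so the span is not one between replicates of a population.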

Expression of *Irf2*, *3*, *7* and *Relb* appeared to be even higher in differentiated pDCs. 

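Irf7 (ENSMUSG00000025498), on chromosome 7 of GRCm38 from 141262706 to 141266481, had 212, 411 and 71.2 CPM in the libraries labelled lo-hi 1, 2 and 3 (wells A7 to A9) and 63.8, 130 and 215 in those labelled pDC 1, 2 and 3 (A10 to A12). The log2 fold change of the pDC over the lo-hi label was -0.77 for Irf7 (standard error 0.83), -0.10 for Irf2 (standard error 0.22), -0.12 for Irf3 (standard error 0.22) and 0.06 for Relb (standard error 0.57). The adjusted p was 1.00 for each of the 4 genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 of 4 passed over this list alone. With the replicate block, the log2 fold changes were -0.77, -0.11, -0.11 and 0.03. The paper's own source data give a mean variance-stabilized value of Irf7 of 10.2 for pDC and 9.38 for lo-hi, and 4 of the 6 samples behind these means match wells labelled with another population (all but those in A7 and A12). The sign of the change between the labels is therefore not that of a change between pDCs and lo-hi precursors.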

Comparison of the gene expression profile with published gene expression signatures (Fig. 1d) confirmed the closer relationship of the lo-lo fraction with pre-cDCs, cDCs, and CDPs and of the lo-hi fraction with pDCs and the recently described pre-pDCs^39^. Thus, comparative transcriptome analysis suggested lo-hi cells to be advanced precursors of pDCs with lower expression of genes indicating proliferation compared to pre-cDC and lo-lo cells. They shared the gene expression profile of pDCs to a large extent but expressed lower levels of MHC II and genes involved in the induction of type I IFNs and IFN-response than fully differentiated pDCs, consistent with an immediate precursor state.

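The MHC II list fixed in advance (10 genes) had a mean log2 fold change of -0.19 for the pDC over the lo-hi label, the list of genes induced by type I IFN (54 genes) one of -0.53 and the list of the endosomal Toll-like receptor pathway to type I IFN (22 genes) one of -0.04. The adjusted p was 0.991 for each from edgeR's fry over the 6 set tests. With the replicate block, the 3 values were -0.29, -0.54 and -0.06, each with an adjusted p of 0.982 from edgeR's fry. Two-sided exact permutation tests of the mean per library gave p = 0.70, 0.40 and 1.0, where the smallest possible p is 0.10. Mean log2 CPM of the 54 genes was 4.60, 4.94 and 3.73 in the libraries labelled lo-hi 1, 2 and 3 (wells A7, A8 and A9). It was 3.63, 4.06 and 4.44 in those labelled pDC 1, 2 and 3 (A10, A11 and A12). By the source-data match, the 3 libraries labelled pDC are all of replicate 3, so this difference may hold one between replicates. From the transcriptomes, the paper proposes that lo-hi cells are advanced precursors of pDCs, with proliferation genes lower than in pre-cDCs and lo-lo cells. It reads their lower MHC II and type I IFN genes than in pDCs as compatible with an immediate precursor state.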

To investigate the cell fate of the lo-hi precursors in comparison to the lo-lo precursors, pre-cDCs and pDCs, these populations were sorted from BM cells as shown in Fig. 1a and their phenotype was analyzed after 3 days of culture with feeder cells and Flt3L. The lo-lo precursors generated more cDCs than pDCs. Cells with lo-hi phenotype were also detected in the progeny of lo-lo precursors indicating transition from the lo-lo to the lo-hi stage (Fig. 1e). The lo-hi precursors mainly gave rise to CCR9^hi^ pDCs and fewer cells with cDC phenotype (Fig. 1e, f). Siglec-H^−^ pre-cDCs generated cDCs as previously reported, and CCR9^hi^ pDCs largely maintained their pDC phenotype. These results are in line with the results of global gene expression analysis and indicate that CD11c^+^Siglec-H^+^CCR9^lo^ BM cells expressing high levels of B220 are biased to differentiate into CCR9^hi^ pDCs while those expressing low levels of B220 are biased to generate cDCs.

### Transcriptional dynamics derived from single-cell RNA sequencing analysis indicate cell fate transitions in the DC precursor compartment

Ly6D was recently identified as a marker of pDC-committed progenitors described as CD11c^–^IL7R^+^Ly6D^+^Siglec-H^+^ LP^39,40^. We found that lo-hi precursors were also uniformly Ly6D^hi^ (Supplementary Fig. 1). A fraction of Ly6D^+^ cells was also found in the lo-lo precursors (Supplementary Fig. 1). These data suggested that Ly6D could also mark pDC-committed precursors contained within the CD11c^+^Siglec-H^+^CCR9^lo^ compartment. To further investigate the relation of lo-lo and lo-hi precursors to the Ly6D^+^ pDC progenitors^39,40^ and other progenitor populations in the mouse BM, we performed scRNA-seq using mcSCRB-seq^49^. CD115^+^ CDP, CLP, Ly6D^+^Siglec-H^–^ LP, Ly6D^+^Siglec-H^+^ LP (defined by Rodrigues et al.^40^), and 3 CD11c^+^ precursor fractions (Siglec-H^–^ pre-cDC, lo-lo, lo-hi), as well as pDCs, were single-cell sorted from Lineage-depleted wildtype BM cells (Supplementary Fig. 3) into plates for scRNA-seq. 675 cells retained after filtering were visualized in a two-dimensional diffusion map with pseudotemporal ordering of cells^50^ based on expression of the top 10,000 highly variable genes (Fig. 2a). Ly6D^+^Siglec-H^+^ LP were projected between Ly6D^+^Siglec-H^–^ LP and lo-hi precursors (Fig. 2a). Cells sorted as CLP overlapped with both Ly6D^+^ LP populations as expected. Cells sorted as lo-hi precursors were projected between Ly6D^+^Siglec-H^+^ precursors and pDCs in a continuous distribution, consistent with an immediate pDC precursor state that follows the Ly6D^+^Siglec-H^+^ pDC progenitor stage. CDP and Siglec-H^–^ pre-cDC clustered together distant from pDC as expected. The lo-lo precursor cells were heterogeneous. One fraction expressing high levels of *Ly6d* projected close to lo-hi cells and one fraction not expressing *Ly6d* clustered with pre-cDCs (Fig. 2a, b) suggesting that lo-lo precursors still contain Ly6D^–^Siglec-H^+^ pre-cDCs. Indeed, flow cytometry confirmed that a subset of cells within the lo-lo precursors expressed Zbtb46 a marker of cDC-committed precursors^51^ (Fig. 2c).

**Fig. 2:**
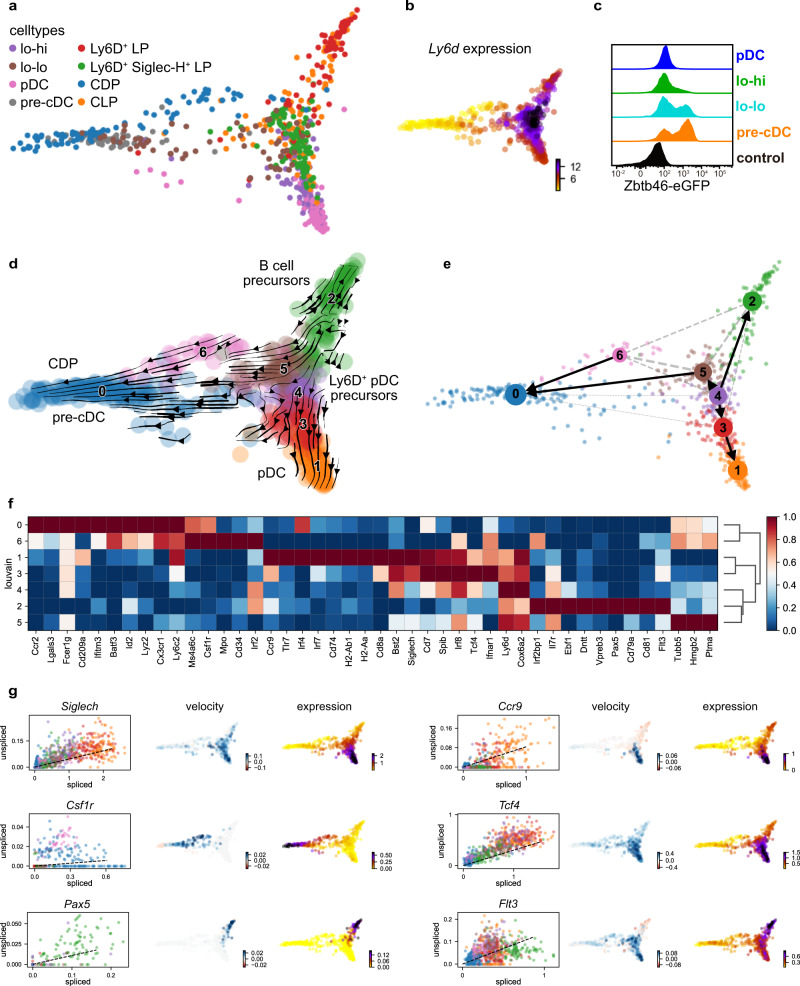
RNA velocity analysis links Ly6D^+^Siglec-H^+^ precursors and pre-cDCs. Single-cell RNA sequencing was performed for CD115^+^ CDP, CLP, Ly6D^+^ Siglec-H^–^ LP, Ly6D^+^Siglec-H^+^ LP, Siglec-H^–^ pre-cDC, lo-lo, lo-hi precursors and pDCs sorted from Lineage-depleted BM cells. **a** Diffusion map of 675 DC precursors and related cells with cells highlighted by their identity according to cell sorting. **b** *Ly6d* gene expression overlayed onto the diffusion map. **c** Comparison of *Zbtb46*-eGFP expression in pre-cDC, lo-lo, lo-hi precursors, and pDCs in BM cells of heterozygous *Zbtb46*^*gfp*^ mice measured by flow cytometry. Histograms show the *Zbtb46*-eGFP fluorescence signal (normalized to mode), WT cells were used as a negative control. Representative results of 3 independent experiments. **d** RNA velocities projected onto the diffusion map as streamlines with scvelo. Louvain clusters are indicated by colors and numbers. Clusters were annotated according to their gene expression and sorted cell type composition. **e** Partition-based graph abstraction (PAGA) with velocity directed edges computed with scvelo. Solid black arrows indicate probable velocity-inferred transitions of high confidence. Dotted lines indicate clusters that are connected by transcriptome similarity, but do not have sufficient support by RNA velocity to indicate confident transitions. **f** Expression heatmap of manually selected marker genes, scaled between 0 and 1 in Louvain clusters 0 to 6. **g** From left to right: Spliced/unspliced phase portraits, RNA velocity, and expression level of the indicated genes overlaid onto the diffusion map.

Louvain community detection identified seven clusters, which were annotated by DEG and marker gene expression (Fig. 2d, f and Supplementary Fig. 4c). Cl. 0 contained cells sorted as CDP and pre-cDC marked by higher expression of genes typically found to be expressed in these cells (e.g., *Csf1r*, *Lgals3*, *Cd209a*, *Id2*, *Batf3*, *Ly6c2*). Cl. 6 cells sorted as CDP showed additional expression of *Mpo*, *Irf2* and *Cd34* consistent with an earlier myeloid progenitor phenotype. Cl. 2 contained cells sorted as Ly6D^+^Siglec-H^–^ LP and CLP which expressed genes identifying them as B cell precursors (e.g., *Ebf1*, *Dntt*, *Vpreb3*, *Pax5*, and *Cd79a*). These also showed the highest expression of *Flt3* and *Cd81* compared to the other clusters. Cells sorted as CLP, Ly6D^+^Siglec-H^+^ LP and lo-hi precursors occupied cl. 5, 4 and 3, with increasing expression of pDC marker genes *Bst2*, *Siglech*, *Tcf4*, *Spib* as well as *Ifnar1*. Cl. 1 denotes finally differentiated pDCs indicated by high expression of pDC marker genes and genes indicating final differentiation (e.g., *Ccr9*, *Tlr7*, *Cd8a*, *Cd74,* and MHC II genes Fig. 2f, Supplementary Fig. 4c).

To gain further insights into the developmental trajectories we performed RNA velocity analysis. We used scVelo, a likelihood-based dynamical model, to investigate the transcriptional dynamics of gene-specific splicing kinetics and infer RNA velocities^52^. The combination of RNA velocities across genes was used to calculate cell-to-cell transition probabilities. The RNA velocity vector field was projected onto the diffusion map with Louvain clusters indicated (Fig. 2d and Supplementary Fig. 4a). RNA velocity vectors in CDP/pre-cDC (cl. 0) pointed away from the other clusters. *Ms4a6c*, *Emilin2*, *Tnfaip2* (A20) and *Anxa1* were among the top 30 dynamics-driving genes in this cluster identified via scVelo-based likelihoods (see individual velocity plots in Supplementary Fig. 4b). *Csf1r*, *Batf3* and *Id2* also showed positive velocity in this cluster indicating upregulation in CDP and pre-cDC (Fig. 2g and Supplementary Fig. 4b). Vectors in cl. 6 (myeloid progenitors) and cl. 5 (Ly6D^+^Siglec-H^+^ LP and CLP) pointed to cl. 0 (CDP/pre-cDC) indicating that cells in both of these clusters may give rise to CDPs and/or pre-cDCs (Fig. 2d and Supplementary Fig. 4a). RNA velocity in these clusters was dominated by genes involved in proliferation and survival in line with their progenitor function (e.g., *Top2a*, *Casc5*, *Kif11*, *Cenpe*, Supplementary Fig. 4b). In cl. 2, containing a fraction of cells sorted as Ly6D^+^Siglec-H^–^ LP, RNA velocity vectors pointed towards more advanced B cell precursors or towards Ly6D^+^Siglec-H^+^ LP in cl. 5 and 4. Several genes involved in B cell development showed positive RNA velocity and expression (e.g., *Pax5*, *Ebf1*, *Gpr97*, *Lax1*, *Xrcc6* (Ku70)) in B cell precursors indicating upregulation (Fig. 2g and Supplementary Fig. 4b). *Flt3* though highly expressed in B cell precursors showed negative RNA velocity indicating downregulation (Fig. 2g), which is consistent with the important function of Pax5-mediated Flt3 repression during B cell development^53^. The majority of cells in cl. 4 containing mainly Ly6D^+^Siglec-H^+^ LP and lo-lo cells showed RNA velocity vectors pointing towards cl. 3. Cl. 4 cells showed for example positive RNA velocity for *Tcf4* and *Siglech* (Fig. 2g) indicating their upregulation in earlier Ly6D^+^Siglec-H^+^ pDC progenitors. RNA velocity vectors in cl. 3 containing some Ly6D^+^Siglec-H^+^ LP, but mainly lo-hi precursors pointed towards differentiated pDCs. These RNA velocity vectors were dominated by genes highly expressed in fully differentiated pDCs including *Klra17* (Ly49Q), *Ccr9*, *Rnaset2b*, *Siglech*, *Clec10a,* and *Tcf4* (Fig. 2g and Supplementary Fig. 4b) further supporting that these cells are immediate precursors of pDCs. These results are consistent with Ly6D^+^Siglec-H^–^ LP containing mainly B cell precursors and Ly6D^+^Siglec-H^+^ LP containing mainly pDC-committed cells^40^ that further differentiate via Ly6D^+^ lo-lo and lo-hi precursors to pDCs.

We next inferred trajectories between clusters using partition-based graph abstraction (PAGA) with directionality deduced from RNA velocity which uses a velocity-inferred pseudotime as prior (Fig. 2e). This analysis confirmed the continuous transition from Ly6D^+^Siglec-H^+^ LP and the Ly6D^+^ part of the lo-lo precursors (cl. 4) to lo-hi precursors (cl. 3) to pDCs (cl. 1). Cells in cl. 4 were also closely connected with B cell precursors (cl. 2). Interestingly, PAGA also identified trajectories from cl. 4 to cl. 5 and from cl. 5 to cl. 0 (Fig. 2e) indicating a possible transition from Ly6D-expressing pDC-biased precursors to pre-cDCs.

### CD11c^+^Siglec-H^+^Zbtb46^+^Ly6D^+^ BM cells have an intermediary phenotype connecting pDC precursors with pre-cDCs

To investigate the connection between pDC precursors and pre-cDCs indicated by the scRNA-seq analysis in the context of the whole DC progenitor compartment as well as differentiated DCs, we analyzed the expression of surface markers and transcription factor Zbtb46 in BM cells and splenocytes of heterozygous *Zbtb46*^*gfp*^ knockin mice^51^ by high dimensional spectral flow cytometry. Zbtb46 expression was used as a marker of cDC committed cells^51^. We found Zbtb46 coexpressed with Ly6D in a fraction of cells which formed a continuum with Ly6D^hi^Zbtb46^–^ cells in the CD11c^+^Siglec-H^+^ BM compartment (Fig. 3a). When excluding these cells, Ly6D^hi^Zbtb46^–^ cells still contained lo-lo and lo-hi precursors although at a lower percentage than with the prior gating strategy. The lo-lo precursors, lo-hi precursors, and pDCs were pre-gated as Ly6D^hi^Zbtb46^–^ cells to exclude any Zbtb46^+^ pre-cDC (Fig. 3a). This refined gating strategy was used from now on.

**Fig. 3:**
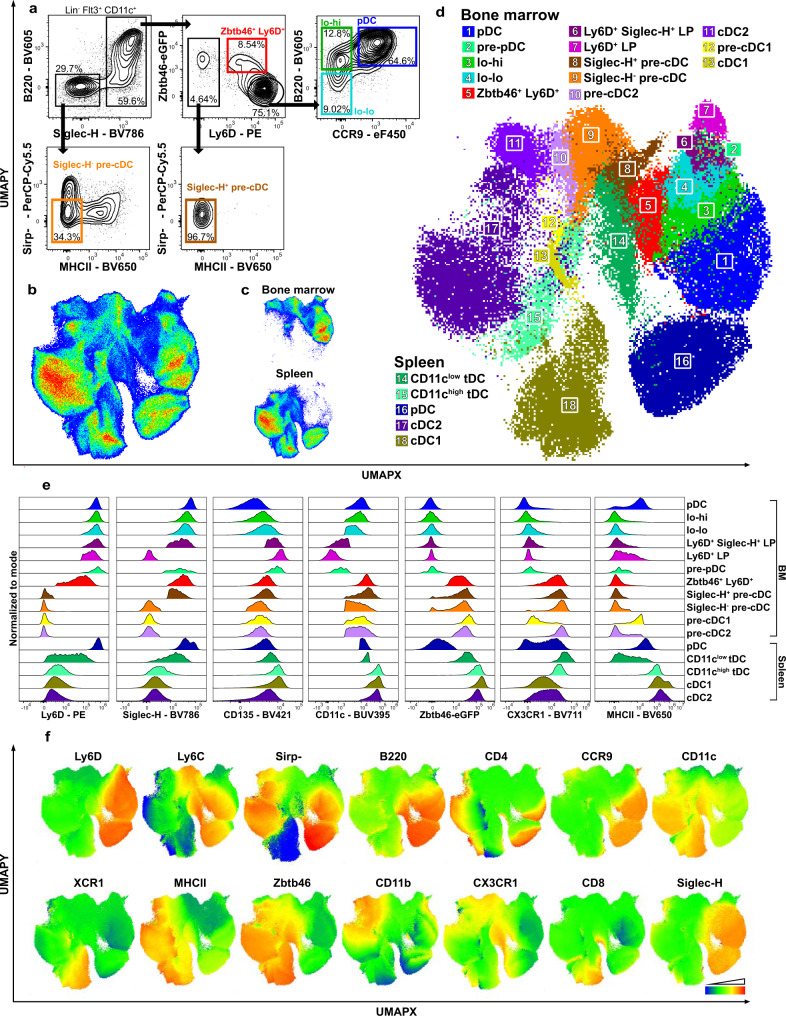
CD11c^+^Siglec-H^+^Zbtb46^+^Ly6D^+^ BM cells have an intermediary phenotype connecting pDC precursors with pre-cDCs. **a** Siglec-H^–^ pre-cDC, Siglec-H^+^ pre-cDC, Siglec-H^+^Zbtb46^+^Ly6D^+^ cells and lo-lo, lo-hi, and pDC (gated Siglec-H^+^Zbtb46^−^Ly6D^+^) within Lin^–^Flt3^+^CD11c^+^ cells were identified in Lineage-depleted BM cells of heterozygous *Zbtb46*^*gfp*^ mice. **a**–**f** Lineage-depleted BM and spleen cells of heterozygous *Zbtb46*^*gfp*^ mice were analyzed by multidimensional spectral flow cytometry (25 parameters). **b** The data of BM and spleen cells (1.5 × 10^6^ cells each) were concatenated and subjected to UMAP analysis. The subset containing DC and precursor populations was gated from a parent UMAP that was generated after exclusion of T cells, B cells, NK cells, macrophages, and myeloid progenitors. UMAP was rerun on the extracted data. **c** Distribution of BM and spleen cells in the UMAP of (**b**). **d** Manually gated BM and spleen DC subsets, precursors and Zbtb46^+^ Ly6D^+^ cells indicated by colors and numbers were projected onto the UMAP shown in (**b**). **e** Histograms showing cell surface marker expression for all populations of interest in BM (top) and spleen (bottom), normalized to mode. **f** Log_2_ normalized surface marker expression projected onto the UMAP using a color scale from blue (low expression) to red (high expression). Representative results of one of three independent experiments are shown.

The concatenated data of BM cells and splenocytes was visualized by UMAP, DC subsets and their precursors were gated and extracted and UMAP was rerun on the extracted data (Fig. 3b, c). Manually gated populations were mapped onto the UMAPs (Fig. 3d and Supplementary Fig. 6, for gating see Supplementary Fig. 5). In the BM, a continuum of cells was observed from Ly6D^+^Siglec-H^–^ LP (population no. 7) to Ly6D^+^Siglec-H^+^ LP (no. 6) as defined by Rodrigues et al.^40^ containing also the pre-pDC (no. 2) described by Dress et al.^39^ to lo-lo (no. 4) and lo-hi precursors (no. 3) followed by CCR9^hi^ BM pDC (no.1) (Fig. 3d). These continuously distributed cells showed a gradual upregulation of Siglec-H, CD11c, B220, and CCR9 consistent with the major differentiation path to pDCs (Fig. 3e, f). The Zbtb46^+^Ly6D^+^ intermediate cells within the CD11c^+^Siglec-H^+^ BM fraction (no. 5), which also expressed CX3CR1 (Fig. 3e, f), mapped in between the lo-lo/lo-hi precursors (no. 4, 3) and the Siglec-H^+^(Zbtb46^+^Ly6D^–^) pre-cDC (no. 8) (Fig. 3d). These exhibited a continuous distribution to Siglec-H^–^ pre-cDC (no. 9) followed by BM pre-cDC2 (no. 10) and cDC2 (no. 11). Siglec-H^–^ pre-cDC were also connected to pre-cDC1 (no. 12) and cDC1 (no. 13) in the BM. In the combined UMAP BM cDC1 (no. 13) and BM cDC2 (no. 11) were found adjacent to splenic cDC1 (no. 18) and cDC2 (no. 17) (Fig. 3d), which expressed high levels of Zbtb46, CD11c and MHC class II (Fig. 3e, f). BM pDCs (no. 1) were positioned close to splenic pDCs (no. 16) as expected.

CD11c^+^ cells with a phenotype ranging from pDC-like to cDC2-like have been described as transitional DCs (tDC) found in secondary lymphatic organs but not in the BM^45^. These tDCs are defined as CX3CR1^+^CD11b^–^XCR1^–^ expressing low to high levels of CD11c and Siglec-H^45^. In the UMAP CD11c^low^ tDC were positioned between pDCs and pre-cDC2, while CD11c^high^ tDC projected closer to cDC2 (Fig. 3d and Supplementary Fig. 6b). This is consistent with the data shown by Leylek et al.^45^. Using the same gating strategy as for splenic tDCs (shown in Supplementary Fig. 5h), we found cells with a phenotype resembling CD11c^low^ tDCs also in the BM. Cells gated as Zbtb46^+^Ly6D^+^ intermediary cells in the BM (shown in Fig. 3a and Supplementary Fig. 5g) partially overlapped with these tDC-like cells (Supplementary Fig. 6a). These results indicate that cells with an intermediary pDC/cDC phenotype are continuously distributed between lo-lo/lo-hi precursors and pre-cDCs in the BM and between pDCs and pre-cDCs (mainly pre-cDC2) in the spleen.

### The Ly6D^hi^Zbtb46^–^ lo-lo precursor fraction retains the ability to generate cDCs via a Zbtb46^+^Ly6D^+^ intermediary stage

Our results from scRNA velocity analysis and flow cytometric phenotyping suggested that Ly6D^hi^Zbtb46^–^ lo-lo precursors can differentiate into cDCs via a Zbtb46^+^Ly6D^+^ intermediary population. We, therefore, investigated the cell fate of Zbtb46^+^Ly6D^+^ cells, lo-lo and lo-hi precursors (sorted as Ly6D^hi^Zbtb46^–^ cells to exclude any pre-cDCs) as well as Siglec-H^+^, Siglec-H^–^ pre-cDCs and pDCs (sorted from BM cells as shown in Fig. 3a) after 3 days of culture with Flt3L. The frequencies of pDCs defined as CD11c^+^Siglec-H^+^Ly6D^hi^Zbtb46^–^CCR9^hi^ B220^hi^ and cDCs defined as CD11c^+^ Siglec-H^–^Ly6D^–^Zbtb46^+^MHCII^+^ were determined in the progeny (Fig. 4a). Zbtb46^+^Ly6D^+^ cells downregulated Ly6D and Siglec-H and gave rise to cells with a cDC phenotype comparable to that of cDCs generated from Siglec-H^–^ and Siglec-H^+^ pre-cDCs (Fig. 4b). Lo-lo precursors, sorted as Ly6D^hi^Zbtb46^–^, generated pDCs and cDCs. Lo-hi precursors predominantly gave rise to pDCs and only few cDCs (Fig. 4a). UMAP analysis confirmed the phenotypic overlap of cDCs generated from the different precursors after 3 days of culture (Fig. 4c). The progeny of both lo-lo and lo-hi precursors produced IFN-α in response to CpG-A stimulation consistent with the generation of functional IFN-producing pDCs (Supplementary Fig. 7a). Thus, CD11c^+^Siglec-H^+^ lo-lo cells rigorously sorted as Ly6D^hi^Zbtb46^–^ can still generate cDCs in addition to pDCs indicating that high level expression of Ly6D in Siglec-H^+^ precursor cells does not exclude cDC cell fate.

**Fig. 4:**
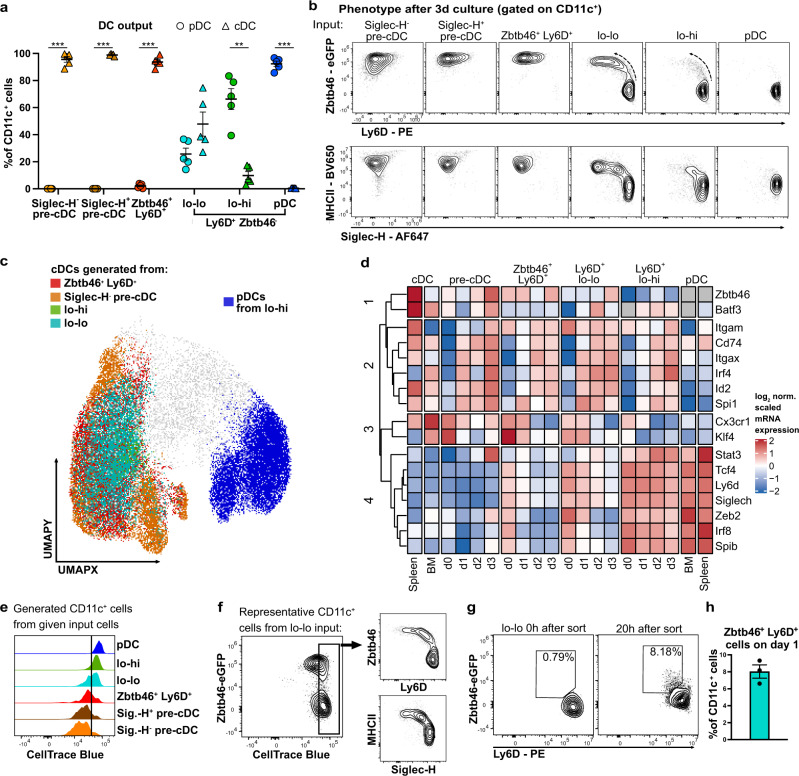
CD11c^+^Siglec-H^+^Ly6D^hi^Zbtb46^–^CCR9^lo^B220^lo^ precursors contribute to cDCs via a Zbtb46^+^Ly6D^+^ intermediary stage. **a** Siglec-H^–^ pre-cDC, Siglec-H^+^ pre-cDC, Siglec-H^+^Zbtb46^+^Ly6D^+^ cells as well as lo-lo, lo-hi precursors and pDCs (gated Siglec-H^+^Ly6D^hi^Zbtb46^–^ as shown in Fig. 3a) were sorted from Lineage-depleted BM cells of heterozygous *Zbtb46*^*gfp*^ mice and cultured for 3 days with Flt3L on EL08-1D2 stromal cells. The phenotype of the progeny was analyzed by flow cytometry. Percentages of pDCs (circles) or cDCs (triangles) within CD11c^+^ progeny are shown (mean ± SEM, *n* = 5); pDC vs cDC output was compared using paired, two-sided t-tests with Holm-Šídák correction for multiple testing. Adjusted *p*-values: <0.05(*), <0.005(**), <0.0.001(***). **b** Phenotype of cells derived from the indicated populations after 3 days of culture (representative results, *n* = 5). A potential transition from Ly6D^+^Zbtb46^–^ to Zbtb46^+^Ly6D^–^ is indicated by the dotted arrows. **c** The indicated populations were sorted and cultured for 3 days with Flt3L without stromal cells, then analyzed by flow cytometry. UMAP analysis of concatenated CD11c^+^ cells from all samples. cDCs generated from each precursor subset were gated as CD11c^+^Zbtb46^high^MHCII^high^ and projected onto the UMAP, together with pDCs generated from lo-hi precursors for comparison. **d** Heatmap of hierarchically clustered log_2_ normalized relative gene expression (scaled per gene) in the progeny of the indicated DC precursors before or after 1, 2 and 3 days of culture with Flt3L measured by qRT-PCR (grey: not detectable). Gene expression in freshly isolated BM and spleen pDC and cDC served as a reference (mean values of 2 independent experiments are shown). **e** CellTrace Blue proliferation dye signal in the CD11c^+^ fraction of the indicated input cells after 3d of culture (representative results, *n* = 5). **f** Expression of the indicated markers in the undivided fraction of CD11c^+^ cells generated from lo-lo precursors after 3 days. **g** Zbtb46 and Ly6D expression in lo-lo precursor cells directly after sorting and after 20 h of culture with Flt3L. The precentage of Zbtb46^+^Ly6D^+^ cells is shown in the gates. **h** Percentage of Zbtb46^+^Ly6D^+^ cells within CD11c^+^ cells derived from lo-lo precursors after 20 h of culture (mean ± SEM, *n* = 3).

Cells with an intermediary Zbtb46^+^Ly6D^+^ phenotype were also generated from lo-lo and to a small extent from lo-hi precursors (Fig. 4b), indicating that a part of these precursors differentiated into cDCs via a Zbtb46^+^Ly6D^+^ transitional state. To determine the kinetics of this transition we analyzed the expression of pDC and cDC transcriptional regulators and signature genes in precursor cultures with Flt3L after 1, 2, and 3 days compared to that of freshly isolated differentiated BM pDCs and cDC (Fig. 4d). TFs involved in cDC differentiation *Spi1*, *Irf4*, *Id2* as well as *Itgax* and *Cd74* were rapidly upregulated in the progeny of Zbtb46^+^ Ly6D^+^ cells and lo-lo precursors. At the same time TFs involved in pDC differentiation *Irf8*, *Spib*, *Zeb2*, *Tcf4* as well as *Ly6d* and *Siglech* were downregulated in both populations with a slightly faster kinetic in the progeny of Zbtb46^+^Ly6D^+^cells. These results are consistent with the generation of cDCs from a part of the lo-lo precursors via Zbtb46^+^Ly6D^+^ intermediate cells.

This raised the question, whether Ly6D^hi^Zbtb46^–^ lo-lo cells have dual pDC/cDC potential or contain pDC- and cDC-primed precursors. We noticed that cell division had occurred in the progeny of pre-cDC subsets, Zbtb46^+^Ly6D^+^ cells and a part of the lo-lo cells, but not in cells derived from lo-hi precursors and pDCs after 3 days of culture (Fig. 4e). We analyzed the expression of Zbtb46 and surface markers in undivided cells after 3 days of culture. Upregulation of Zbtb46 and MHC II, as well as reduced expression of Ly6D and Siglec-H in the undivided fraction, indicated that a part of the Ly6D^hi^Zbtb46^–^ lo-lo precursors had started to differentiate into cDCs before the first division and subsequently expanded (Fig. 4f). Indeed, upregulation of *Zbtb46*-eGFP and downregulation of Ly6D expression were observed in approximately 8% of lo-lo derived cells as early as 20 h after start of the culture and before the first cell division (Fig. 4g, h). Cell fate decision before division argues against dual potential and shows that the Ly6D^hi^Zbtb46^–^ lo-lo precursor fraction contains cDC-primed cells in addition to pDC precursors (see model in Supplementary Fig. 9k).

To investigate the developmental relationship of lo-lo and lo-hi precursors with previously published Ly6D^+^Siglec-H^+^ LPs^40^ and CDPs (CD115^+^IL7R^–^) we cultured these for 4 days with Flt3L and analyzed the phenotype of their progeny. As expected, CDP progeny lacked Ly6D expression and had either cDC or pre-cDC phenotype (Supplementary Fig. 8b). In contrast, the progeny of Ly6D^+^Siglec-H^+^ LPs contained lo-hi precursors, pDCs, cDCs and Zbtb46^+^Ly6D^+^ intermediary cells and few but detectable lo-lo precursors (Supplementary Fig. 8c, d). Ly6D^+^Siglec-H^+^ LPs had upregulated CD11c and acquired lo-lo, lo-hi and pDC phenotypes already after 24 h of culture (Supplementary Fig. 8d). At later timepoints a shift from lo-hi cells to pDCs was observed. Zbtb46^+^Ly6D^+^ cells emerged before an accumulation of cDCs was detected (Supplementary Fig. 8d) confirming that the Zbtb46^+^Ly6D^+^ stage is intermediary. Thus, Ly6D^+^Siglec-H^+^ LPs first gave rise to pDCs via lo-lo and lo-hi cells and later also to cDCs via the Zbtb46^+^Ly6D^+^ intermediary stage.

### Ly6D^hi^Zbtb46^–^ lo-lo precursors give rise to pDCs, Zbtb46^+^Ly6D^+^ cells, and cDCs in the spleen after adoptive transfer

To interrogate the cell fate of Ly6D^hi^Zbtb46^–^ lo-lo and lo-hi precursors in vivo in the steady state, these populations were sorted from CTB-labeled BM cells of heterozygous *Zbtb46*^*gfp*^ mice and injected i.v. into untreated non-irradiated CD45.1 congenic mice (Fig. 5a). After 5 days the progeny of lo-lo precursors in the spleen had acquired the phenotype of pDCs, cDC2 and very few cDC1 as well as cells with Zbtb46^+^Ly6D^+^ and tDC phenotype while lo-hi precursors had differentiated almost exclusively into pDCs (Fig. 5b and Supplementary Fig. 7c). UMAP analysis of the combined data of recipient Lin^–^CD11c^+^ splenocytes and the progeny of transferred lo-lo precursors showed the phenotypic similarity of the donor-derived cells with pDCs, Zbtb46^+^Ly6D^+^ cells, tDCs, cDC2 and cDC1 in the spleen (Fig. 5c, d). Notably, donor-derived cDCs, but not pDCs, showed evidence of CTB dilution indicating cell proliferation (Fig. 5e). For comparison, Zbtb46^+^Ly6D^+^ intermediary cells isolated from the CD11c^+^Siglec-H^+^ BM fraction were also transferred and the phenotype of their progeny was analyzed in the spleen after 3 days. Approximately 60% of donor-derived cells in spleen had acquired a cDC phenotype and the remaining cells had maintained the Zbtb46^+^Ly6D^+^ phenotype (Fig. 5f, g). These results confirm the cell fates observed in vitro and support the trajectory from cells with Ly6D^hi^Zbtb46^–^ lo-lo phenotype to cDCs via a Zbtb46^+^Ly6D^+^ intermediate state.

**Fig. 5:**
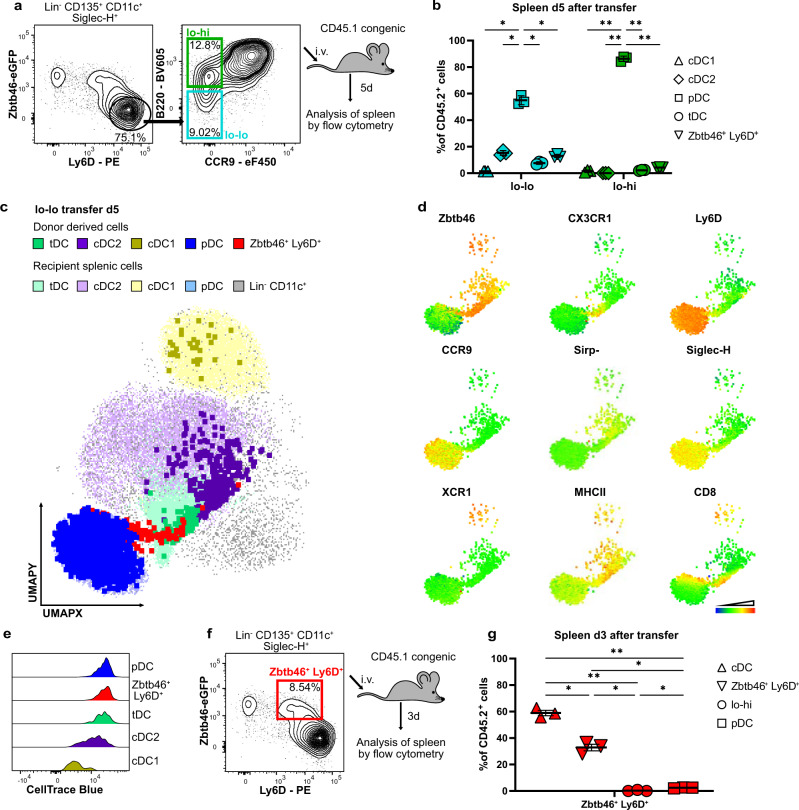
Cell fate of Siglec-H^+^Ly6D^hi^Zbtb46^–^CCR9^lo^B220^lo^ and CCR9^lo^B220^hi^ precursors after transfer in vivo. **a** Siglec-H^+^Ly6D^hi^Zbtb46^–^ lo-lo and lo-hi cells were sorted from BM of heterozygous *Zbtb46*^*gfp*^ mice and transferred i.v. into congenic CD45.1 mice. After 5 days splenocytes were analyzed by multiparameter spectral flow cytometry. **b** Phenotype of recovered donor derived cells on day 5 after injection depicted as percentage of total CD45.2^+^ recovered cells (*n* = 3, mean ± SEM). **c** From each recipient of lo-lo precursors 400,000 Lin^–^ CD11c^+^ recipient cells and all donor-derived cells were concatenated and UMAP dimensionality reduction was performed. DC subsets were manually gated for both recipient and donor-derived cells and projected onto the UMAP. Donor-derived cells are highlighted as large dots. **d** Log_2_ normalized surface marker and Zbtb46 expression in donor-derived cells overlaid onto the UMAP of (**c**) using a color scale from blue (low expression) to red (high expression). **e** Histograms showing fluorescence intensity of CellTrace Blue dye (normalized to mode) in cells derived from transferred lo-lo precursors after 5 days. **f** Siglec-H^+^Zbtb46^+^Ly6D^+^ cells were sorted from BM of heterozygous *Zbtb46*^*gfp*^ mice and transferred i.v. into congenic CD45.1 mice. After 3 days splenocytes were analyzed by multiparameter spectral flow cytometry. **g** Phenotype of recovered donor derived cells on day 3 after injection depicted as percentage of total recovered cells (*n* = 3, mean ± SEM). **b**, **g** Output phenotypes were compared using a two-way ANOVA with Šídák’s correction for multiple testing. Adjusted *p*-values: <0.05(*), <0.005(**).

### Type I IFN limits cDC output and promotes pDC differentiation from precursors

TLR ligands and type I IFN have been shown to influence pDC and cDC development from BM progenitor cells^54,55^. Experiments performed with lo-lo and lo-hi precursors isolated by cell sorting using the initial gating strategy (shown in Fig. 1a) indicated that type I IFN and TLR9 ligand CpG-A reduced cDC output and increased pDC output from lo-lo and lo-hi precursors. The effect of CpG-A on pDC and cDC output was dependent on IFN-α/-β receptor signaling in the precursors (Supplementary Fig. 9a–d) suggesting an autocrine and/or paracrine effect of type I IFN on cell fate, which could be instructive or selective.

We, therefore, investigated the influence of type I IFN stimulation on the generation of pDCs and cDCs from Ly6D^hi^Zbtb46^–^ lo-lo and lo-hi precursors subsets in comparison with Zbtb46^+^ Ly6D^+^ cells and pre-cDC subsets in Flt3L cultures. The addition of IFN-α increased the generation of pDCs from Ly6D^hi^Zbtb46^–^ lo-lo and lo-hi precursors while inhibiting the generation of cDCs within 3 days of culture (Fig. 6a, b and Supplementary Fig. 9e, g). The percentage and an absolute number of Zbtb46^+^Ly6D^+^ cells tended to be increased in cultures containing IFN-α (Fig. 6c, d and Supplementary Fig. 9i). The frequency of divided pDCs was very low and not influenced by type I IFN (Supplementary Fig. 9f), but the frequency of divided cDCs generated from the different precursors was greatly reduced by the addition of IFN-α to the cultures (Supplementary Fig. 9h). Despite inhibition of cell division by IFN-α, upregulation of *Zbtb46*-eGFP and MHC II and a slightly reduced expression of Ly6D and Siglec-H were still observed in the progeny of IFN-α-treated lo-lo precursors (Fig. 6d, e) consistent with transition to an intermediary Zbtb46^+^Ly6D^+^ phenotype without further expansion. Addition of IFN-α also significantly increased the percentage of CCR9^hi^B220^hi^ pDCs within CD11c^+^Siglec-H^+^Ly6D^+^ cells obtained from lo-lo and lo-hi precursors after 3 days of culture (Fig. 6f, g). Thus, IFN-α promoted pDC versus cDC output from lo-lo and lo-hi precursors by enhancing pDC differentiation and arresting cDC-primed cells in the Zbtb46^+^Ly6D^+^ intermediate state thereby preventing their expansion and full differentiation into cDCs.

**Fig. 6:**
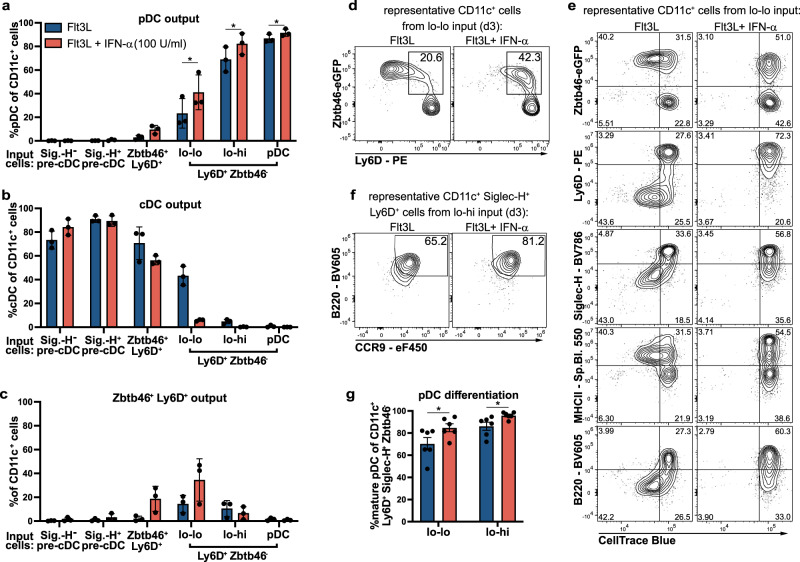
Modulation of pDC versus cDC output from CD11c^+^Siglec-H^+^Ly6D^+^Zbtb46^–^CCR9^lo^B220^lo^ precursors by type I IFN in vitro. Siglec-H^–^ pre-cDC, Siglec-H^+^ pre-cDC, Siglec-H^+^Zbtb46^+^Ly6D^+^ cells and lo-lo, lo-hi and pDC (gated Siglec-H^+^Ly6D^+^Zbtb46^−^) were sorted from Lineage-depleted BM cells of heterozygous *Zbtb46*^*gfp*^ mice and cultured for 3 days with Flt3L only or Flt3L and 100 U/ml IFN-α on EL08-1D2 stromal cells. Percentages of pDCs **a**, cDCs (**b**), and Zbtb46^+^Ly6D^+^ cells (**c**) within CD11c^+^ progeny after 3 days are shown for each input population as mean ± SEM (*n* = 3). **d** Zbtb46 vs. Ly6D expression in CD11c^+^ cells derived from lo-lo precursors with Flt3L alone (left) and Flt3L/IFN-α (right); representative results of three experiments. **e** Expression of Zbtb46 and several surface markers vs. CTB signal. Representative example of CD11c^+^ cells generated from lo-lo precursors after 3 days of culture with Flt3L alone (left) and Flt3L/IFN-α (right, *n* = 3). **f** Representative example of B220 vs. CCR9 expression and pDC gating of CD11c^+^Siglec-H^+^Ly6D^+^ cells derived from lo-hi precursors after 3d of culture (*n* = 5). **g** Percentage of differentiated pDCs within CD11c^+^Siglec-H^+^Ly6D^+^Zbtb46^–^ cells derived from lo-lo and lo-hi precursors after 3d of culture with and without IFN-α addition (mean ± SEM, *n* = 5). Conditions with and without IFN-α were compared for each input population using paired, two-sided t-tests with Holm–Šídák correction for multiple testing. Adjusted *p*-values: <0.05(*).

## Discussion

Here we set out to elucidate the heterogeneity and commitment of subsets within the Ly6D^+^Siglec-H^+^ DC precursor fraction in mouse BM. Our data indicate that final differentiation of pDCs from Ly6D^+^Siglec-H^+^ LP occurs in the BM via Ly6D^+^Siglec-H^+^CD11c^+^CCR9^lo^B220^lo^ precursors that upregulate B220, which marks the immediate pDC precursor stage. However, the ability to generate cDCs was retained in Ly6D^+^Siglec-H^+^ LP and CD11c^+^Siglec-H^+^ Ly6D^hi^Zbtb46^–^ lo-lo cells. We show here that the Ly6D^+^Siglec-H^+^ precursor pool is heterogeneous and contributes to both pDC and cDC generation which occurs via a Zbtb46^+^Ly6D^+^ intermediate state and that pDC versus cDC output from these precursors is regulated by type I IFN.

The results are consistent with a model of Ly6D^hi^ Siglec-H^+^ Zbtb46^–^ lo-lo precursors containing pDC-primed cells, which rapidly transition to pDCs by upregulating B220 and CCR9 without dividing, as well as cDC-primed cells that acquire a Zbtb46^+^Ly6D^+^ phenotype and then fully differentiate into cDCs while dividing. In the presence of IFN-α stimulation, cells engaged in cDC generation (indicated by upregulation of Zbtb46) failed to divide and fully differentiate into cDCs (model B, shown in Supplementary Fig. 9k). The generation of pDCs without cell division and the early emergence of Zbtb46 expression before cell division argues against dual pDC/cDC potential in individual lo-lo precursors (model A, Supplementary Fig. 9k). We can exclude that contamination with Zbtb46^+^ pre-cDCs led to the generation of cDCs in the culture of lo-lo cells because lo-lo cells were sorted as Ly6D^hi^Zbtb46^–^ cells and showed de novo expression of Zbtb46 in undivided cells. The pDC- and cDC-primed cells within the Ly6D^hi^Siglec-H^+^Zbtb46^–^ lo-lo precursor fraction may originate from an earlier common clonal progenitor or from separate progenitors which have a similar phenotype and gene expression profile at this stage.

Our targeted scRNA-seq approach allowed us to position CD11c^+^Siglec-H^+^Ly6D^hi^ lo-lo and lo-hi precursors on the pDC trajectory between Ly6D^+^Siglec-H^+^ LP^39,40^ and differentiated pDCs using methods of trajectory inference based on similarity of gene expression^41^ and transcriptional dynamics^52^. RNA velocity analysis of the data set identified progenitor cells with either B cell or pDC cell fate within the IL7-R^+^Ly6D^+^Siglec-H^–^ fraction confirming previous reports^39–41^. Hermans et al. identified cells with either B cell or pDC bias within CLPs with the latter expressing higher levels of Irf8 and Cd34^41^. Rodrigues et al. showed that the fraction of Ly6D^+^Siglec-H^–^ LPs expressing high levels of Irf8 and low levels of Ebf1 generated almost exclusively pDCs but not B cells in culture with Flt3L^40^. We confirmed differential expression of Irf8 and Ebf1 within this LP fraction in our data set. In addition, RNA velocity analysis indicated upregulation of Flt3 in Ly6D^+^Siglec-H^+^ progenitors, but downregulation of Flt3 in Ly6D^+^Siglec-H^–^ progenitors which concomitantly upregulated transcription factors involved in B cell development including Ebf1 and Pax5. Repression of Flt3 by Pax5 was shown to be essential for B cell generation beyond the pre-pro B cell stage^53^.

Results of our high-dimensional single-cell gene expression and surface marker expression analyses showed a link between Ly6D^+^Siglec-H^+^ and pre-cDCs, which was formed by CD11c^+^Siglec-H^+^ cells expressing both Ly6D and Zbtb46. Differentiation assays and adoptive transfer experiments demonstrated the ability of CD11c^+^Siglec-H^+^Ly6D^hi^Zbtb46^–^ lo-lo precursors to generate Zbtb46^+^Ly6D^+^ intermediate cells and subsequently Zbtb46^+^Ly6D^–^ cells with cDC phenotype. BM CD11c^+^Siglec-H^+^Zbtb46^+^Ly6D^+^ cells showed cDC potential in vitro and in vivo, thus confirming this developmental trajectory. Zbtb46 is a transcriptional repressor that maintains cDC quiescence in the steady-state and preserves the cDC2/cDC1 ratio in lymphoid organs but is not required for cDC development^22,51,56^. It is therefore unlikely that Zbtb46-haploinsufficiency influenced the generation of cDCs from precursors expressing Zbtb46 in our assays.

Ly6D^+^Siglec-H^+^ LP^40^ differ from the CD11c^+^Siglec-H^+^Ly6D^hi^Zbtb46^–^ lo-lo and lo-hi precursors by lack of CD11c expression and a higher proliferative potential. Ly6D^+^Siglec-H^+^ LP cultured with Flt3L rapidly upregulated CD11c and generated cells with lo-lo, lo-hi and pDC phenotype as well as Zbtb46^+^Ly6D^+^ intermediate cells and cDCs. These results confirmed the proposed hierarchy that Ly6D^+^Siglec-H^+^ LP are upstream of the lo-lo and lo-hi precursors and contribute to cDCs via a Zbtb46^+^Ly6D^+^ intermediate stage. Interestingly, Rodrigues et al. had also observed cDC output from Ly6D^+^Siglec-H^+^ LP in the range of 10–20%^40^. The higher output of cDCs from this population in our experiments could be due to differences in culture conditions which may influence the dynamics and outcome of the differentiation assays. The failure of CD115^+^IL-7R^–^ CDPs to generate lo-lo or lo-hi precursors or Zbtb46^+^Ly6D^+^ cells further confirmed that these cells originate from Ly6D^+^Siglec-H^+^ LPs and not from CDPs as inferred from the single-cell RNA velocity analysis.

CD11c^+^Siglec-H^+^Ly6D^+^ pDC-like cells expressing Zbtb46 and CX3CR1 were described in BM and spleen, which share functional properties of pDCs (IFN-α production) and cDCs (antigen presentation) and were considered to be a subset of mature pDCs^40^. These were shown to be transcriptionally similar to BST2^+^Siglec-H^+^ cells derived from CD115^+^ CDPs in vitro suggesting a CDP origin of these Zbtb46^+^ pDC-like cells^40^. We found no evidence for a CDP-origin of CD11c^+^Siglec-H^+^Ly6D^+^Zbtb46^+^ cells and did not detect pDC generation from CD115^+^IL-7R^–^ CDPs, which lack Ly6D, in agreement with Dress et al.^39^.

We found cells resembling the CD11c^low^ tDCs described by Leylek et al.^45^ in spleen also in the BM. These partially overlapped with the cDC-committed Zbtb46^+^Ly6D^+^ intermediary cells studied here. Adoptively transferred lo-lo precursors generated progeny with continuous distribution of phenotypes between pDCs and cDCs which encompassed cells with Zbtb46^+^ Ly6D^+^ and tDC phenotype. This raises the possibility that progeny of cDC-committed lo-lo precursors transit through Zbtb46^+^Ly6D^+^ and tDC stages on their way to cDCs. It was shown that cells with a similar transitional phenotype isolated from mouse BM and spleen produce cytokines upon stimulation and present antigens to T cells^40,45^. Similarly, human tDC (also designated Axl^+^ DC or pre-DC) isolated from blood were shown to be functional APCs^45,47^ but can still transit to cDCs^46^. Even though our in vitro and in vivo data indicate that CD11c^+^Siglec-H^+^Zbtb46^+^ Ly6D^+^ cells further differentiate into cDCs in the steady state they may actively participate in immune responses even before full differentiation.

We did not observe generation of CD11c^+^Siglec-H^+^Zbtb46^+^Ly6D^+^ cells or cDCs from differentiated CCR9^hi^ pDCs, indicating stability of the pDC phenotype at this stage under steady state conditions. However, it was reported that human bona fide pDCs converted to tDCs (Axl^+^ DC) and subsequently cDC-like cells upon stimulation with CD40L^57^. Similarly, during MCMV infection in mice, pDCs progressively acquired the transcriptome profile of tDC/cDCs and the capacity to present antigens to T cells^58^. Thus, plasticity is maintained even in fully differentiated pDCs in humans and mice under stimulatory conditions.

Type I IFN has been shown to enhance pDC generation from mouse CLPs^54,37^. Here we show that type I IFN also influenced pDC *versus* cDC differentiation at a later stage in Ly6D^+^Siglec-H^+^CD11c^+^CCR9^lo^ precursors, where type I IFN can be produced^43^ and is sensed by the precursors themselves. The addition of IFN-α to Flt3L cultures limited cDC output and promoted pDC output from lo-lo precursors. This was mainly a selective effect, because cDC-primed cells within this precursor fraction still upregulated Zbtb46 and started to downregulate Ly6D, but did not further proliferate and differentiate into cDCs thereby reducing the number of cDCs generated.

At the same time, we observed an enhanced differentiation into CCR9^hi^B220^hi^ pDCs in the presence of IFN-α. In line with this observation from in vitro cultures, we detected higher expression of genes involved in the induction of, and response to, type I IFN in BM pDCs compared to lo-hi precursors, indicating an involvement of type I IFN signals during this final differentiation step. Consistently, type I IFN was also shown to promote functional maturation of human pDCs generated from CD34^+^ cells in vitro^59^, and self-priming by constitutively produced IFN I was demonstrated to be important for full functionality of human pDCs^60^.

We show that pDCs are generated from Ly6D^+^Siglec-H^+^ LPs via advanced precursors expressing CD11c, Siglec-H and subsequently B220. However, high level expression of Ly6D and Siglec-H in the DC precursor compartment does not exclude cDC cell fate. Instead, we found that Ly6D^+^Siglec-H^+^ LP and CD11c^+^Siglec-H^+^Ly6D^hi^Zbtb46^−^ precursors contain cDC-primed cells which generate cDCs under steady state conditions via a Zbtb46^+^ Ly6D^+^ intermediate stage. Modulation of pDC versus cDC output by factors such as type I IFN suggests that the composition of the DC compartment can still be adapted at later differentiation stages to specific requirements during dynamic immune responses.

## Methods

### Mice

Wildtype (C57BL/6, originally from Envigo) *Ifnar1*^−/−^, *Myd88*^−/−^ on C57BL/6 background, and *Ptprc*^*a*^ (CD45.1) congenic mice were originally purchased from The Jackson Laboratory and bred in the Core Facility Animal Models at the Biomedical Center, LMU Munich under pathogen free conditions. Homozygous *Zbtb46*^*gfp*^ knockin mice backcrossed to C57BL/6 for 10 generations were obtained from K. Murphy, Washington University St. Louis and rederived into our SPF facility and mated with C57BL/6 mice to obtain *Zbtb46*^*gfp*^ heterozygous mice^22,51^. Adult mice of both sexes (2–8 months old) were used for isolation of cells for ex vivo analysis and for in vitro and in vivo experiments. All experimental procedures involving mice were performed in accordance with the regulations of, and approved by, the local government (Regierung von Oberbayern, Az. ROB-55.2Vet-2532.Vet_02-17-22).

### Cell lines

The EL08-1D2 stromal cell line was obtained from R. Oostendorp, University Hospital Rechts der Isar, Technical University Munich^61^ and cultured with EL08 medium (MEM-α-Glutamax (Invitrogen, Karlsruhe, Germany), 15% v/v heat inactivated FCS, 5% v/v horse serum (Stem Cell Technologies, Köln, Germany), 1% penicillin/streptomycin, 0.01 mM β-mercaptoethanol).

### Preparation of BM and spleen cells

BM cells were isolated from femora, tibiae, and hip bones by flushing with RPMI 1640 and passed through a 100 µm strainer. Spleens were cut into pieces and digested for 30 min at 37 °C in DC medium containing DNAse I (Sigma) and Collagenase D (Sigma), then passed through 100 and 40 µm cell strainers. After red blood cell lysis using Red Blood Cell Lysing Buffer (Sigma) for 5 min at RT and washing with RPMI 1640 BM and spleen cells were resuspended in DC medium (RPMI 1640, 10% v/v fetal calf serum (FCS), 1% NEAA (10 mM), 1% Glutamax, 1% sodium pyruvate, 1% penicillin/streptomycin (10.000 U/ml/10.000 µg/ml), 50 µM β-mercaptoethanol) at the required cell density. For sorting of precursor populations BM cells from 2 to 10 sex- and age-matched mice were pooled.

### Isolation of precursor populations by fluorescence-activated cell sorting

To enrich for populations of interest, Lineage-positive cells were depleted from the BM cell suspension by magnetic cell sorting using APC-Cyanine7 antibodies against CD3, CD19, Ly6G, NK1.1, Ter119 (all antibodies used in this study incl. information on dilution, clone and manufacturer can be found in Supplementary Table 2) and anti-Cy7 beads (Miltenyi Biotech) according to the manufacturer’s protocol. For experiments involving Ly6D^+^Siglec-H^+^ LP^40^, the lineage markers consisted of CD3, CD19, Ly6G, NK1.1, CD105 and CD11c. Where applicable, lineage-depleted BM cells were preincubated with CellTrace Blue proliferation dye (CTB, ThermoFisher) according to the manufacturer’s protocols, followed by mouse FcR Blocking Reagent (Miltenyi Biotec) and incubation with viability dyes and antibodies against cell surface markers diluted in FACS buffer (PBS, 2% FCS, 2 mM EDTA) for 20 min on ice in the dark. After washing with FACS buffer cells were resuspended in FACS buffer and sorted on a BD FACSAria Fusion or a BD FACSAria III cell sorter into tubes containing DC medium or as single cells into 96-well plates containing 5 µl mcSCRBseq lysis buffer (5 M Guanidine HCl, 1% β-ME, 0.2% Phusion HF buffer 5×) per well. Gating strategies for sorting are shown in Supplementary Fig. 3, Fig. 3a and Supplementary Fig. 8.

### Flow cytometry

Lineage-depleted BM and spleen cell suspensions or cells after in vitro differentiation were stained with viability dyes and antibodies against cell surface markers as described above. Antibodies were purchased from BioLegend, BDBiosciences, eBioscience/Thermo Fisher Scientific (detailed information on antibodies are provided in the Reporting Summary). For high-dimensional flow cytometric analysis of BM and spleen cells from heterozygous *Zbtb46*^*gfp*^ mice, 10 µl of the Lin^+^ fraction after magnetic cell sorting was added back to the Lin^−^ cell suspensions to allow for a more accurate projection of DC and precursor populations. Samples were measured using either the CytoFLEX S flow cytometer (Beckman Coulter) or the Cytek Aurora Spectral Analyzer. The data were analyzed using FlowJo software v10.7.2 (BD Biosciences). For UMAP analysis, FlowJo plugin UMAP v3.1 was used.

### In vitro differentiation assays

For cocultures of precursors with Flt3L and stromal cells, EL08-1D2 cells were seeded at a density of 2 × 10^4^ cells/ml in gelatin-coated 12-well plates in EL08 medium the day before to allow for adherence. The medium was discarded and 500 µl of DC medium was added per well. Precursor cells and pDCs sorted from pooled BM cells of the indicated mouse strains were added at 5 × 10^4^–3 × 10^5^ per well in 250 µl DC medium; 250 µl DC medium containing 30 ng/ml Flt3L (3% supernatant of a Flt3L secreting cell line generated in house from CHO-Flt3L cells, obtained from N. Nicola, WEHI, Australia) and 100 U/ml Universal Type I IFN (PBL Assay Science) or 0.5 µM CpG-A (Eurofins) were added as indicated. The cells were cultured for 3 days at 37 °C and 5% CO_2_ and harvested for flow cytometric analysis. For gene expression analysis in the progeny the precursor cells were cultured in DC medium with 100 ng/ml Flt3L (10 % Flt3L-supernatant) without stromal cells in 96-well round-bottom plates (2 × 10^4^–8 × 10^4^ cells per well, 250 µl per well). Sorted BM pDCs and cDCs were used as reference samples. At the indicated time points (d0, d1, d2, and d3) plates were centrifuged, supernatants removed and cells were lysed with RLT Plus lysis buffer from RNeasy Plus Micro Kit (Qiagen, Cat. No: 74034) and frozen at −20 °C. The phenotype of the progeny was also assessed by flow cytometry on day 3.

### In vivo cell transfer

Zbtb46^+^Ly6D^+^ cells, Ly6D^+^Zbtb46^−^ lo-lo and lo-hi cells were sorted from BM cells as described above and injected intravenously into tail veins of congenic CD45.1^+^ mice. On day 3 or 5 mice were sacrificed and spleens were harvested and digested as described above for flow cytometric analysis.

### Bulk RNA sequencing and data analysis

RNA isolation was performed using Quick-RNA microprep Kit (Zymo Research, Cat. No: R1050), following the manufacturer’s instructions. RNA concentrations were measured using a microvolume spectrophotometer (SimpliNano, Thermo Fisher Scientific) and adjusted to 5 ng/µl. Libraries were constructed using a slightly modified bulk SCRB-seq^62^ protocol, as described before^63^. Sequencing (16+50 base pairs) was performed on the HiSeq1500 platform with a target sequencing depth of 10 million reads per sample. Raw fastq data was processed using the zUMIs pipeline (version 0.0.1^64^). Within zUMIs, barcode and UMI sequences were quality filtered. Remaining reads were mapped to the mouse genome (build mm10) using STAR (version 2.5.2b^65^). Gene identities were obtained from Ensembl annotations (GRCm38 release 84). Count matrices were pre-filtered to eliminate spuriously expressed genes (Mean < 1 count). After initial data processing, data were analyzed using the DESeq2 v.1.18.1^66^ package in R (v3.5), following the standard workflow from the package’s vignette, with the only variation of using likelihood ratio test (LRT) to test the hypothesis. A cutoff of 0.01 (Benjamini–Hochberg adjusted *p*-value) was used to select significantly differentially expressed genes (DEGs). For further analyses (PCA, clustering), the data were transformed using a Variance Stabilizing transformation. The 2880 DEGs thus detected were clustered for co-regulation by z-score hierarchical clustering based on Euclidean distances. Clusters were individually analyzed for enrichment of TF binding motifs using the RcisTarget v1.0.2^67^ package in R. Clusters were further individually analyzed for enrichment of functional pathways, using the GeneOverlap v1.14.0^68^ package in R, and gene sets from the Molecular Signature Database (MSigDB v6.1)^69,70^. A cutoff *p*-value of 0.05 was used for significance. For gene signature comparisons, genes with expression values greater than the inter-population median were compared with published gene signatures and percentages of congruency were calculated.

### Single-cell RNA sequencing

The populations of interest were sorted one cell per well across nine 96-well plates, 96 cells per population, with each population spread across two plates (for sort gates see Supplementary Fig. 3). Using shared HVGs for analysis was sufficient to remove batch effects between plates. Libraries for scRNA-seq were prepared following the plate-based mcSCRBseq protocol as described^49^. Single-read 50 bp sequencing was performed on the HiSeq1500 platform with a target sequencing depth of 50,000 reads per cell. Barcode/UMI-filtering, mapping, and counting of the raw data was performed using the zUMIs pipeline (version 2.5.6^64^). Within zUMIs, barcode sequences were quality filtered, allowing up to 2 bases below Phred quality score of 20. Remaining reads were mapped to the mouse genome (build mm10) using STAR (version 2.6.0a^65^). Gene identities were obtained from Ensembl annotations (GRCm38.75).

### Single-cell RNA-seq data analysis

Velocity-tagged zUMIs output from the scRNA-seq data was processed using the Python velocyto v0.17^71^ pipeline with specified barcodes. The resulting loom file was used for downstream RNA velocity analysis using the scvelo package v0.2.2^52^. Cells with abnormally high or low gene counts were excluded from the analysis. Genes present in less than 10 cells were excluded as well. Cells showing high level expression of mast cell genes (*Prss34*, *Prg2*, and *Mcpt8*) were excluded from the analysis. Cells with a total transcript number below 900 were excluded. Final analysis was performed on 675 cells. The analysis was done on the top 10,000 highly variable genes. The stochastic mode was used for velocity calculation. Cluster identification was done using the Louvain community detection algorithm with an adjusted resolution (1.8) to identify more clusters than with the default value.

### qRT-PCR

RNA was extracted according to the RNeasy Plus Micro Kit (Qiagen, Cat. No: 74034) protocol. RNA quantity and quality were assessed using a 2100 Bioanalyzer (Agilent Technologies). cDNA was produced from 3 to 10 ng of RNA with the SuperScript III reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. cDNA quantity and quality were assessed using a NanoDrop 1000 Spectrophotometer (ThermoFisher). For each qPCR reaction, 200 ng of cDNA were used with commercially available Taqman probes (see Supplementary Table 1) according to the manufacturer’s instructions with HPRT as the housekeeping gene in technical duplicates (LightCycler480, Roche Life Science). The 2^-ddCT method was employed to calculate relative mRNA expression in Microsoft Excel using the mean dCT value for each gene as a reference. Resulting fold-changes were log2 normalized and visualized in a heatmap (scaled per gene) using R package ComplexHeatmap with row_split argument set to 4, resulting in a hierarchical clustering with 4 gene clusters.

### Statistical analysis

Statistical analysis was done with Microsoft Excel, R and Prism 8 (GraphPad). Paired, two-sided t-test with Holm–Šídák correction for multiple testing was performed unless denoted otherwise. Significant differences were assumed when the adjusted *p*-value was smaller than 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Bulk RNA-seq data generated in this study have been deposited in the NCBI GEO database with Accession No. GSE189780. ScRNA-seq data that support the findings of this study have been deposited at the European Nucleotide Archive under Accession No. PRJEB52646 and in Array-Express (https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-11752/) and in processed form for simplified downstream analysis with scvelo at figshare https://figshare.com/articles/dataset/pDC_precursor_scvelo_h5ad/17013788/1 (10.6084/m9.figshare.17013788.v1). The mouse reference genome mm10 (GRCm38 release 84) used in this study can be found under GeneBank https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/ under Accession No. GCA_000001635.2. Molecular Signature Database gene sets are available via the respective R package MSigDB. Further data acquired and analyzed in this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Ly6D+Siglec-H+ precursors contribute to conventional dendritic cells via a Zbtb46+Ly6D+ intermediary stage
**Source:** Nat Commun. 2022 Jun 16;13:3456. doi: 10.1038/s41467-022-31054-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Supplementary Data 1: Enriched KEGG pathways**

This table contains the enriched KEGG pathways for each DEG cluster, as determined by GeneOverlap. For each significant pathway a p-value (Fisher's exact test, Benjamini-Hochberg adjusted) and a list of overlapping genes are reported.

### **Supplementary Data 2: Enriched TF motifs**

This table contains enriched TF motifs for each cluster, determined by RcisTarget. The 50 most significant hits are reported. NES, normalized enrichment score; AUC, area under curve; TF\_direct, inferred TF binding to the specified motif; nEnrGenes, number of enriched genes; rankAtMax, ranking at the maximum enrichment, used to determine the number of enriched genes; enrichedGenes, list of enriched genes.

How the deposited data were processed for this re-analysis (not part of the article)

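RNA of 4 populations sorted from bone marrow of C57BL/6 mice (Siglec-H-negative pre-cDCs, lo-lo precursors, lo-hi precursors and pDCs) was measured in 12 SCRB-seq libraries, 3 per population. The authors processed the reads with zUMIs, mapped them with STAR to the mouse genome and took genes from Ensembl's annotation of GRCm38. They deposited whole-number counts per gene and well, without normalization and without the filter on the mean count that the methods describe. The methods do not state whether the deposited counts are reads or molecular identifiers. The gene positions given are those of GENCODE vM21 on GRCm38, the build the authors mapped to, although the release of the annotation differs from theirs, and 21410 of the 21754 gene identifiers had a symbol in the reference.

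Columns were given to samples by the well named on the deposited samples' labels. After the table was opened, the paper's source data for Fig. 1c were found to match the columns in another order, in which 8 of the 12 wells hold another population than their label. The labels, the designs and the alternatives had been fixed before the data were examined, and columns were not reassigned by their values. Every group is therefore a labelled group. The match was made on the order of 378 pairs of the 28 TFs within each library, which needs no normalization. The pairing of replicate numbers comes from the same labels, and the paper's legend speaks of 3 individual mice.

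Library sizes were scaled by TMM, and genes with a mean count of at least 1 over the 12 libraries were tested (15293 genes, with 6461 left out) by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation, all 12 libraries in 1 fit, no covariates and Benjamini-Hochberg adjustment at 0.01. Gene lists were tested with fry on the same fit, adjusted over 6 tests at 0.05. Principal components and distances used the variance-stabilizing transformation of DESeq2 1.42.0, blind to the groups. Exact permutation tests were two-sided. The steps were tested on simulated data for the real genes, with the means, library sizes and spread of the deposited counts and 200 changed genes. The changed genes were drawn from those with a mean count of at least 10. Each gene was simulated independently, so shifts shared by many genes of a library are not in the simulation. Between 2 groups, edgeR called 45 of the 200 changed genes and 0 of 14829 unchanged ones, and the slope of the estimated on the true log2 fold changes was 1.00. The likelihood ratio test of DESeq2 called 89 of the 200. For genes with a log2 fold change of 2 or -2, the lowest accepted share was 50% at first, which the 44% that edgeR called did not reach, and it was lowered to 30% after this value was seen.

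The genes named beside the paper's statements are those the paper names for the bulk RNA-sequencing or shows in Fig. 1c. Others are named because a test called them, or as Y-linked genes with Xist, marker genes of other blood cells or genes of surface proteins. A rule for further genes, the 3 with the largest change in each direction among those past the cutoff for each step between populations, gave none, since no gene passed. Per-library values were given for the gene or genes first named at a statement or standing for it. The alternatives were DESeq2's tests, DESeq2's size factors, no filter or another filter on low counts, a cutoff of 0.05, thinning of all libraries to the smallest total, the replicate number as a block, fits of only the 6 libraries compared, other transformations and gene selections for the principal components, the camera test from limma 3.58.1, and leaving out each library in turn.

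Total counts ranged from 1801463 to 5995971 with a median of 3087455, so that the floor of 3 counts comes to 0.5 to 1.67 per 1e+06 of the total, without the TMM scaling. The floors cover counting error only. The clustering into coregulated genes was not run, because no gene passed between the labelled groups, and the signature comparison of Fig. 1d, the pathway and the motif enrichment were not analysed here. Some genes of the lists are not reported here.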

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

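The test of the Y-linked genes was chosen only after their counts were seen, and the other tests were set before their results were seen.

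Counts of genes that the paper does not discuss for the bulk libraries stood above the floor of 3 counts. The summed CPM of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were highest in the library labelled pDC 3, at 154, and lay at 68.5, 86.6 and 128 in those labelled lo-hi 3, pDC 1 and pDC 2. In the other 8 libraries they were at most 7.93, which reads from X-linked copies of these genes may supply, although this was not tested. Xist went the other way, at 218 or more in those 8 libraries and at most 58.4 in the 4 with Y-linked counts. The 4 libraries fill wells A9 to A12. If replicate numbers stand for mice and the labels were right, libraries of 1 number would be of 1 sex, but 3 of the 3 labelled replicate numbers mixed both kinds of library, and 0 of the 3 replicate numbers of the source-data match did. This is consistent with mislabelled samples, and with the male sex of the mouse behind wells A9 to A12, which the paper does not state. No biological explanation was tested, since the design gives no sex.

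Marker genes of other blood cells, in lists written before the data were examined, were detected in every library. Neutrophil genes (10 genes) summed to between 3287 and 20909 CPM, highest in the library labelled pre-cDC 3 (well A3), and erythroid genes (10 genes) to between 4722 and 18477, highest in that labelled lo-lo 2 (A5). B lineage genes (9 genes) reached 1081 in the library labelled lo-lo 1 (A4), T and NK cell genes (9 genes) 70.5 in that labelled pre-cDC 1 (A1) and basophil and mast cell genes (Prss34, Prg2 and Mcpt8) 803 in that labelled pre-cDC 1. If RNA from other cells were the source, the genes of a list would be expected to rise and fall together. The median pairwise correlation across the 12 libraries was set against that of 10000 random lists of the same size, matched on mean expression. It was 0.92 for the 10 neutrophil genes, above that of 100% of the random lists, 0.39 for the 10 erythroid genes (percentile 99.7) and 0.23 for the 9 B lineage genes (percentile 97.7). It was 0.34 for the 6 T and NK cell genes that passed the filter (percentile 99.1) and 0.36 for the 3 basophil and mast cell genes (percentile 87.4). RNA from other cells may thus contribute to the first 4 lists. The 3 basophil and mast cell genes fell short of the percentile set for this test, although their median correlation was above that of the B lineage and of the T and NK cell genes, so that a contribution to them is not excluded. Genes that differ between the sorted populations would also move together, so that the correlation cannot tell RNA from other cells apart from expression in the sorted cells themselves. Hba-a1 and Hba-a2, and Hbb-bs and Hbb-bt, are near-identical copies between which reads could have been split. Of the 38 genes of these lists that passed the filter, 0 passed the cutoff in any of the 3 steps between labelled groups, and 10, 1 and 4 had an unadjusted p under 0.05 for lo-lo against pre-cDC, lo-hi against lo-lo and pDC against lo-hi.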

How the results depend on the processing

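All alternatives named here but the grouping by the source-data match were set before the data were examined. The cause of a change was not tested unless a value is given for it.

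The number of genes past the cutoff was 0 across the 4 labelled groups and in each of the 6 comparisons between labels, and it was also 0 with DESeq2's size factors, with no filter, with edgeR's own filter, with a cutoff of 0.05 and after thinning to the smallest library. Thinning only removes counts, so that its 0 shows no stability. With the replicate number as a block it was again 0 in each. At an unadjusted p under 0.05, 166 genes stood across the 4 labels without the block and 124 with it. DESeq2 called 5 genes across the 4 labels, 5 between pDC and pre-cDC and 2 between pDC and lo-lo, and fits of only the 6 libraries called 2 between pDC and pre-cDC and 1 between pDC and lo-lo. Across the fits that each left out one library, the count went from 0 to 3 across the 4 labels, from 0 to 2 between pDC and lo-hi and from 0 to 3 between pDC and pre-cDC and between pDC and lo-lo. The genes behind these calls were Ddx3y, Eif2s3y, Uty, Xist, Ppbp and Klf2. The counts above 0 in the fits with one library left out came from leaving out the library labelled lo-hi 3 (well A9). Without it, the libraries with high Y-linked counts are exactly those labelled pDC. The genes called in these fits were Ddx3y, Eif2s3y and Xist, so these calls need no difference between populations. Grouping the libraries by the source-data match, an alternative chosen after seeing the data, gave 3043 genes with edgeR and 2891 with the likelihood ratio test of DESeq2. The counts over the gene lists reported here and the count of surface marker genes were 0 under every alternative run for them.

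For the set tests, camera called 3 sets that fry did not, the proliferation set in lo-hi against lo-lo (mean log2 fold change -0.30) and in lo-lo against pre-cDC (-0.18) and the type I IFN response set in pDC against lo-hi (-0.53). The 6 set tests under camera had adjusted p-values from 2.91e-09 to 0.953 (edgeR, Benjamini-Hochberg). These rest on a correlation between genes fixed at 0.01, and a higher one would give larger p-values. Leaving out one library reversed the sign of 5 of the 6 set tests. Across those fits, the mean log2 fold change went from -1.11 to 0.11 for the proliferation set in lo-hi against lo-lo, from -0.59 to 0.24 in lo-lo against pre-cDC and from -0.57 to 0.96 in pDC against lo-hi. It went from -0.21 to 0.18 for the type I IFN induction set and from -0.71 to 0.21 for the MHC II set. The type I IFN response set stayed between -0.81 and -0.22. By the source-data match, all libraries labelled pDC are of replicate 3, whereas those labelled lo-hi are of replicates 2, 2 and 3. This steady sign may thus come from replicates, and it is not a direction between pDCs and lo-hi precursors. With the replicate number as a block, the sets kept their sign and their side of the threshold. The block takes the labelled numbers, and all 3 of them mixed libraries with high and low Y-linked counts. It therefore does not show that the sets are free of an effect of mice.

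Among the genes with a log2 fold change given, leaving out one library moved Siglech from -0.048 to 1.30, H2-Aa from -1.02 to 0.61, Zbtb46 from -0.21 to 0.96, Irf1 from -0.073 to 0.49, Irf3 from -0.21 to 0.10 and Relb from -0.58 to 0.46. Thinning to the smallest library gave -0.017 for Relb. Irf2 and Irf7 kept their sign in the fits that each left out one library.

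The positions on PC1 moved by less than the spread between libraries under every alternative run, and went from -0.45 to 1.13 for the lo-lo label and from -0.05 to 2.09 for lo-hi across the fits that each left out one library. With log2 CPM in place of the variance-stabilized values, the distances were 79.2 from lo-hi to pDC, 78.5 from lo-hi to lo-lo, 74.03 from lo-lo to pre-cDC and 77.1 from lo-lo to pDC, and with the 500 most variable genes they were 24.0, 24.8, 22.1 and 24.8. Leaving out one library moved the distance from lo-lo to pDC between 51.7 and 64.2. Clusters under other linkages or from DESeq2's calls were not run, because too few genes passed.

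At these depths, the floor of 3 counts comes to up to 1.67 per 1e+06 of the total, which limits genes such as Ciita and Ifit2 that lie close to it in some libraries, but not Siglech or Tcf4, whose spread within labels is far above counting error.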

Differences from the paper's values

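The paper gives 2880 differentially expressed genes between the 4 populations, and 0 were found between the labelled groups. None of the alternatives set before the data were examined closed the gap, the nearest being the likelihood ratio test of DESeq2 with 5 genes. With the libraries grouped by the source-data match in place of the well labels, a setting chosen after seeing the values, the count was 2891 with the likelihood ratio test of DESeq2, the test the paper's methods name, and 3043 with edgeR, each within 1.5 times of the paper's number.

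The paper names 10 M reads per sample as its target depth (M is 1e+06), while the median total of the deposited counts was 3.09 M. The first counts reads and the second the values in the table, and no alternative bears on it.

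From the paper's source data for Fig. 1c, the difference between the means of pDC and lo-hi on the variance-stabilized scale is 0.10 for Irf2, 0.23 for Irf3 and 0.80 for Irf7, the paper's values. The log2 fold changes between the pDC and lo-hi labels were -0.10, -0.12 and -0.77, of opposite sign. They are of other samples and on another scale. By the source-data match, the pDC label holds lo-lo 3, lo-hi 3 and pDC 3, and the lo-hi label holds lo-hi 2, pDC 2 and pre-cDC 3. The paper's values and these thus do not measure the same difference, and a gap between them is no failure to reproduce it. The SDs of the paper's pDC and lo-hi samples, combined without dividing by the number of samples, come to 0.22, 0.17 and 0.81. This spread is wider than a standard error of the difference between the means. For Irf2, the 2 values lie within this spread of each other and differ in sign, which does not place them within a standard error. For Irf3 and Irf7 they lie further apart than the spread. For Irf2 and Irf7, no alternative set before the data were examined gave a positive value. For Irf3, leaving out the library labelled lo-hi 2 gave 0.10, within this spread of the paper's value, and no other alternative came within it. For Relb, the paper's value is 0.40 (spread 0.19), against 0.06 between the labels, of the same sign. These 2 values lie further apart than the spread of the paper's samples. They lie within the standard error of the log2 fold change between the labels, 0.57.

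The paper states that lo-hi precursors lie close to pDCs and lo-lo precursors close to pre-cDCs, and the labelled lo-hi libraries stood at mean distances of 54.4 from the pDC label and 54.3 from the lo-lo label. The paper lists genes higher in pDCs than in lo-hi precursors, among them MHC II and interferon-stimulated genes. Of 15 genes of this list, 4 had a log2 fold change above 0 for the pDC over the lo-hi label, with 0 past the cutoff. These 4 were Jak1, Relb, Ccr9 and Cd8a, none of them an MHC II subunit or named by the paper as interferon-stimulated. The paper names genes of the cDC lineage as higher in pre-cDCs. Of these, 7 of 8 had a log2 fold change above 0 for the pre-cDC label, the paper's direction, with 0 of 8 past the cutoff. The labels mix the paper's populations, so none of these values speaks for or against its statements.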

Other observations

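The first test below was chosen after the mismatch was seen, and the other tests before their counts were known.

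The labels of 10 of the 12 wells do not name the source-data sample whose values the well holds, and the low number of genes that differ between labelled populations goes with these mislabelled samples. If each column carried its label, all 12 wells would match the source-data sample of their label, but 2 did (A1 and A12), and for the other 10 source-data samples the well given by the label ranked between 8 and 73 of 378 gene pairs differently. The match rests on the 28 genes of Fig. 1c. Outside these genes, 3025 of 15265 genes differed between the 4 groups of the source-data match by edgeR's quasi-likelihood test at an adjusted p under 0.01, against 0 between the labels, and the common dispersion fell from 0.122 to 0.0279. The 12 libraries and their sizes were the same in both groupings. Thinning all libraries to the smallest total left 0 genes between the labels, but a count of 0 could hardly rise when counts are removed, so that this test shows nothing about a difference in library size. Grouping by the match was used for counts of genes, for this dispersion and, as replicate numbers, in the check of the Y-linked genes, and no direction, fold change or gene is drawn from it. A candidate explanation of the mismatch is that the plate was filled with 1 replicate of each population after another, whereas the labels were written population after population. How the labels came to differ was not tested.

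How often other groupings give as many genes was counted over splits of the 12 libraries that, like the labels, put 1 library of each replicate number in each group. Of the 576 such splits, 100 were drawn, the labels included, and 100 of 100 gave at least as many genes as the labels, which is fixed by a count of 0. In 6 of the 100 any gene passed, with at most 432 genes. For each of the 6 comparisons of 2 labels, 4 of the 10 splits of the 6 libraries part the same-numbered libraries as the labels do, and 4 of these 4 gave as many genes, so that the comparison shows nothing; the other splits put 2 libraries of 1 number in the same group.

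RNA of the surface proteins that the paper measured by flow cytometry did not separate the labels either. Of 11 genes for proteins higher with B220 that passed the filter, 6 had a log2 fold change above 0 for the lo-hi over the lo-lo label and 0 passed the cutoff. Of the 3 genes for proteins higher with low B220 (Flt3, Csf1r and Cxcr4), 1 had a log2 fold change above 0 and 0 passed, and 0 of either list had an unadjusted p under 0.05 in that direction.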
